# Chitosan promotes cancer progression and stem cell properties in association with Wnt signaling in colon and hepatocellular carcinoma cells

**DOI:** 10.1038/srep45751

**Published:** 2017-04-03

**Authors:** Po-Hsiang Chang, Keisuke Sekine, Hsiao-Mei Chao, Shan-hui Hsu, Edward Chern

## Abstract

Cancer stem cells (CSCs), a small population of cancer cells, have been considered to be the origin of cancer initiation, recurrence, and metastasis. Tumor microenvironment provides crucial signals for CSCs to maintain stem cell properties and promotes tumorigenesis. Therefore, establishment of an appropriate cell culture system to mimic the microenvironment for CSC studies is an important issue. In this study, we grew colon and hepatocellular carcinoma (HCC) cells on chitosan membranes and evaluated the tumor progression and the CSC properties. Experimental results showed that culturing cancer cells on chitosan increased cell motility, drug resistance, quiescent population, self-renewal capacity, and the expression levels of stemness and CSC marker genes, such as OCT4, NANOG, CD133, CD44, and EpCAM. Furthermore, we demonstrated that chitosan might activate canonical Wnt/β-catenin-CD44 axis signaling in CD44^positive^ colon cancer cells and noncanonical Wnt-STAT3 signaling in CD44^negative^ HCC cells. In conclusion, chitosan as culture substrates activated the essential signaling of CSCs and promoted CSC properties. The chitosan culture system provides a convenient platform for the research of CSC biology and screening of anticancer drugs.

Cancer is one of the major leading causes of death worldwide and associated with mortality and morbidity^1^. The common anticancer therapies such as radiotherapy and chemotherapy may lead to drug resistance and further subsequent cancer recurrence or metastasis. Emerging evidences indicate that certain subpopulations of cancer cells in a tumor could be the origin of the tumor. They share some similar properties with stem cells and are named as cancer stem cells (CSCs)^2^,^3^. These cells possess higher migration ability that is associated with invasion and metastasis^4^. They also stay at a slow-cycling/quiescent state to resist anti-proliferation drugs^5^. CSCs express specific surface markers such as CD133, EpCAM, and CD44 that are used for CSC identification and isolation^6^. CSCs can self-renew to maintain CSC pools and differentiate into heterogeneous progeny cancer cells^7^. Signaling cascades within CSCs such as Notch, STAT3, and Wnt/β-catenin are dysregulated to maintain their stem cell properties^8^. In colon cancers, Wnt/β-catenin is essential to maintain the CSC population. Stimulation of the Wnt/β-catenin signaling on differentiated colon cancer cells can restore CSC properties^9^. Noncanonical Wnt5-Frizzled2 pathway also regulates epithelial-mesenchymal transition (EMT), a characteristic of CSCs, and promotes metastasis in hepatocellular carcinoma (HCC) and colon cancer cells through the activation of STAT3^10^. The phosphorylated STAT3 is observed in CSCs to upregulate the stemness properties^11^. Targeting CSCs and the specific essential signaling can provide novel therapeutic strategies^12^. However, due to the scarcity of CSCs within the tumors^2^, enrichment of CSCs *in vitro* is crucial for studies of CSC biology and applications in drug screening.

In tumor microenvironments, extracellular matrix (ECM) and stromal cells support cancer development and stemness^13^. Recent studies showed that some biocompatible materials may mimic tumor-associated ECM^14^. A few groups have used the biomaterials to create three-dimension (3D) scaffolds to culture cancer cells^15^,^16^. For example, ovarian cancer cells embedded within gelatin-methacrylamide hydrogels displayed a higher drug resistance^17^. Ewing sarcoma cells in porous electrospun polycaprolactone scaffolds exhibited the expression signaling patterns similar to tumors *in vivo*^18^. Besides, previous studies revealed that crosstalks between CSCs and the microenvironment could maintain the properties of CSCs^19^,^20^. Chang *et al*. showed that the laminin 511 matrix, one type of ECM, supported and maintained the breast CSC properties^21^. Therefore, establishment of a simple biomaterial platform to culture cancer cells is an essential step to investigate cancer stemness.

Chitosan is a cationic natural polysaccharide derived from chitin and is applied in many biomedical fields because of its antibacterial activity, biocompatibility, and biodegradability^22^. Chitosan crosslinked with other molecules has also been used to culture cancer cells^23^,^24^. For instance, porous chitosan-alginate scaffolds may enrich the CD133^+^ glioblastoma CSC population^25^ and electrospun polycaprolactone-chitosan scaffolds may increase the breast cancer stemness^26^. However, the mechanisms of interactions between cells and biomaterials are still unknown. Our previous study showed that chitosan (CS) membranes and hyaluronan (HA) grafted chitosan (CSHA) membranes could increase the stemness of mesenchymal stem cells (MSCs)^27^. HA is the principal ligand of receptor CD44 that is aberrantly expressed on the surface of CSCs^28^. CSHA membranes promoted the aggressiveness of lung cancer cells possibly via the interaction of HA with CD44 receptor^29^. Yet, the influence of chitosan itself on cancer cells remains to be elucidated.

Rao *et al*. recently demonstrated that chitosan nanoparticles could bind CSCs via CD44 receptor, a major target gene of Wnt signaling^30^,^31^. This finding implied that the chemical properties of chitosan might resemble HA to some extent. Here, we attempted to clarify the effect of chitosan without any surface modification on colon cancer cells and HCC cells. We showed that chitosan itself promoted CSC-related characteristics and tumor progression of not only CD44^positive^ colon cancer cells but also CD44^negative^ HCC cells. We unraveled the mechanisms regarding how chitosan substrates promoted cancer stemness and revealed that canonical and noncanonical Wnt signaling pathways played key roles in the interactions between chitosan and cancer cells. Chitosan as culture substrates may provide a convenient platform that mimics ECM for the research of CSC biology and drug screening.

## Results

### Morphologies of colon cancer and HCC cell lines on CS and CSHA membranes

To investigate how CS and CSHA membranes directly affect the phenotypes of colon cancer cell lines HT29, DLD-1, HCT116, SW480 and HCC cell lines Huh7, HepG2, Hep3B, SKHep-1, we cultured the cells on membranes for 72 hrs following observation per 24 hrs. All cell lines attached on tissue culture polystyrene (TCP) plates and demonstrated the normal epithelial phenotype, but cells cultured on CS and CSHA membranes displayed different morphologies. Among colon cancer cell lines, only HT29 formed spheroids on both CS and CSHA membranes (Fig. 1a, Supplementary Fig. S1, Supplementary video). For HCC cell lines, most of them remained epithelial phenotypes on CS membranes but formed clusters on CSHA membranes (Fig. 1b, Supplementary Fig. S1, Supplementary video). Meanwhile, Huh7 aggregated into colonies on both CS and CSHA membranes.

### CS promoted cell motility and drug resistance

The *in vitro* transwell assay was used to examine the effect of CS and CSHA substrates on cell migration. As shown in Fig. 2a, the migration ability of both HT29 and Huh7 was promoted on either CS or CSHA membranes. In addition, cells cultured on CS and CSHA membranes increased the expression of CXCR4 and MMP14 in both HT29 and Huh7 (Fig. 2b,c). Moreover, knockdown of MMP14 reduced the migration ability of both cell lines, whereas knockdown of CXCR4 only reduced the migration ability of HT29 (Supplementary Fig. S2). To understand whether cells cultured on CS and CSHA membranes increased the drug resistance, we employed two different chemotherapeutic drugs, 5-Fluorouracil and doxorubicin, to treat HT29 and Huh7 respectively. The results revealed that cells cultured on CS and CSHA membranes had higher viability than those cultured on TCP plates (Fig. 2d). Upon drug treatment, the IC_50_ values for HT29 and Huh7 grown on TCP plates were 556.3 and 81.0 ng/mL for 5-Fu and doxorubicin, respectively. The values of IC_50_ increased to 1886.6 and 714.0 ng/mL for HT29 and Huh7 on CS membranes. Similarly, the values of IC_50_ increased to 1513.0 and 640.2 ng/mL for those cells on CSHA membranes. Moreover, the expression level and enzyme activity of ALDH1A1 increased for HT29 and Huh7 cultured on CS and CSHA membranes (Fig. 2e, Supplementary Fig. S3). On the other hand, the expression level and function of ABCG2 significantly increased for both HT29 and Huh7 on CS and CSHA membranes (Fig. 2e, Supplementary Fig. S4).

### Increased stemness and cancer properties analyzed by microarray gene expression

Transcriptome analysis was performed on the colon cancer cell line HT29 harvested from various substrates. 

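HT29, an established line of human colon adenocarcinoma cells, was harvested from tissue culture polystyrene (TCP), chitosan membranes (CS) and hyaluronan-grafted chitosan membranes (CSHA). RNA of each substrate was hybridized in a single colour to 1 array of 62976 spots, of which 58717 carried 50599 different probes that were not controls. There was 1 array per condition, so no difference between substrates has a replicate check and no p-value is given. All 3 arrays lay on 1 slide and were scanned together. Probes well above background made up 48.6% of the probes on TCP, 51.1% on CS and 49.9% on CSHA. Among spots that were not controls, no spot was saturated, and control spots were not checked. The 75th percentile of the processed signal was 354 on TCP, 423 on CS and 337 on CSHA.
The deposited scanner files hold spot intensities to which no normalization between arrays had been applied. Here the processed signal was raised to a floor of 1, and its log2 value was shifted by the 75th percentile of each array. The floor changed no spot other than possibly controls, since the lowest signal of the other spots was 4.25. The methods state this floor and shift for the raw signal intensity, and the processed signal used here is corrected for background. Spots of the same probe were averaged, and spots flagged as outliers were left out. A probe's accession was matched to a gene symbol for 30004 probes, or 59.3% of them, and the brightest of a gene's probes stood for the gene, which gave 21610 genes. Where only 1 of the arrays compared was well above background, the difference is given as a bound. It is taken against the higher of the dim probe's own signal and the lowest signal well above background on its array. Where the dim probe's own signal is the higher, the value is the plain difference and not a strict lower bound. It then makes no allowance for the spread among spots. Probes printed 10 times on an array had a median SD among their spots of 0.05 on the log2 scale on TCP and 0.06 on CSHA, which rose to 0.21 and 0.17 for the dimmest of them. This spread covers the spots of an array and not the differences between cultures. The file headers name a later version of the Feature Extraction software than the methods do. The sample records also name an RNeasy kit for the RNA and a Low Input kit for the labelling, where the methods name TriPure reagent and a Quick Amp kit.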

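The labels of the heatmap in Fig. 3a give 93 genes, and each had a value on the arrays. Relative to TCP, 91 of them were higher on CS, 91 were higher on CSHA and 90 were higher on both. Among all 14187 genes with a value in both comparisons, 55.9% were higher on CS, 60.5% on CSHA and 45.5% on both. The panel was drawn from these same arrays and its labels were read from the picture, so the tally is not independent evidence and no set test was run on it. The median log2 difference of the 93 genes was 0.30 on CS and 0.43 on CSHA, and 4 genes on CS and 6 on CSHA reached a 2-fold increase. LGR5, a marker of intestinal stem cells, was higher by 0.48 on CS and by 0.27 on CSHA, and its signal on TCP, 32.1, was near the limit of detection. With the deposited values, LGR5 was higher by 0.10 on CS and 0.12 on CSHA. ASCL2 was higher by 0.64 on CS and by 1.11 on CSHA. MYC rose by 0.39 and 0.85 on CS and CSHA, SP5 by 0.44 and 1.05, and SOX4 by 0.13 and 0.70. RNF43 was higher by 0.14 on CS and 0.58 on CSHA, VDR by 0.11 and 0.52, and CDCA7 by 0.32 and 0.08. The genes that went against the panel on 1 or more membranes were ERI2, NFIC and TMEM9. NFIC was at -0.26 on CS by its brightest probe and at 1.81 by its other probe. TMEM9 was at 0.06 on CS and -0.23 on CSHA by its brightest probe and at -0.23 and 0.09 by the other. ERI2 differed by less than the spread among spots, and its other probes were higher on both membranes. The largest shift of the values between normalizations came from scaling to the spike-in probes, an alternative chosen after seeing the data, which raised the median of all genes on CSHA by 0.44.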

Compared to TCP plates, cells cultured on CS or CSHA membranes increased the expression of intestinal stem cell related genes (Fig. 3a). The results of Gene Set Enrichment Analysis (GSEA) indicated that cells on chitosan substrates increased the genes related to mTOR, eIF4, Cdc42, and Ras signaling pathways, which are associated to the cancer progression and invasiveness (Fig. 3b). 

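The gene sets used for GSEA were not analysed here. Lists of pathway genes written by hand before the data were examined were used in their place, and each list's median log2 difference from TCP was placed among the medians of 10000 random lists of the same size matched on mean expression. The list of 23 mTOR genes had a median of 0.03 on CS, at percentile 32.9 of the random lists, and of 0.12 on CSHA, at percentile 51.0. The 22 eIF4 genes had medians of 0.04 and 0.18, at percentiles 46.9 and 81.5. For the 28 Cdc42 genes, the medians were -0.03 on CS and 0.11 on CSHA, at percentiles 5.13 and 42.9. For the 33 Ras genes, they were 0.08 and 0.07, at percentiles 69.3 and 25.7. All 8 medians thus lay within the range that 95% of the random lists spanned. The median of all genes was itself 0.04 on CS and 0.13 on CSHA. On CS, these medians had values of either sign over the alternatives, the lowest being -0.021 for mTOR, -0.0055 for eIF4 and -0.0045 for Ras and the highest for Cdc42 being 0.032.

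**Figure D1:**
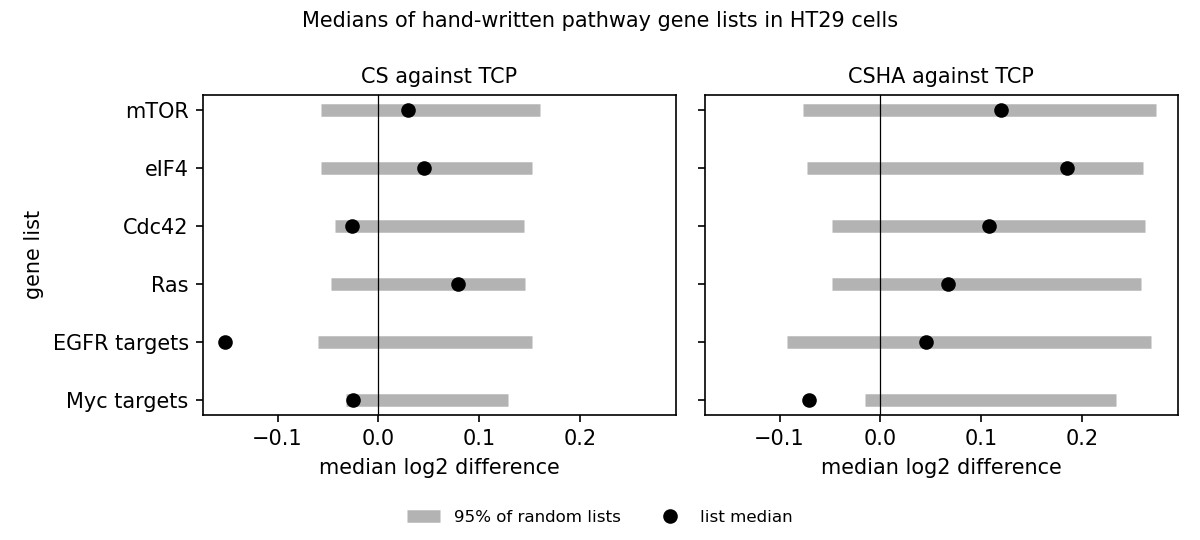
Median log2 difference from TCP (x axis) of 6 gene lists (y axis) on CS (left) and CSHA (right), 1 array per condition. Points are list medians and grey bars span 95% of 10000 random lists matched on mean expression; the EGFR target list on CS, at -0.15, and the Myc target list on CSHA, at -0.07, lie below their bars.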

CS substrates also promoted the expressions of EGFR/Myc target genes that modulate cancer proliferation (Fig. 3c). 

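A hand-written list of 28 genes induced by EGFR signaling had a median log2 difference of -0.15 on CS, at percentile 0.03 of the matched random lists, and of 0.05 on CSHA, at percentile 23.1. On CS, 10 of these genes were higher and 18 were lower than on TCP, and on CSHA 15 were higher and 13 lower. Of 35 Myc target genes, 34 had a value. Their median was -0.03 on CS, at percentile 3.47, and -0.07 on CSHA, at percentile 0.34. The Myc targets were higher for 16 genes and lower for 18 on CS, and higher for 12 and lower for 22 on CSHA. Scaling to the spike-in probes, chosen after seeing the data, turned the Myc target median to 0.033 on CS and to 0.37 on CSHA, with the median of all genes at 0.57 on CSHA. The EGFR target median on CSHA was at -0.052 with the mean over a gene's probes, at -0.029 with normexp background correction, also chosen after seeing the data, at -0.021 with the deposited values and at -0.013 with the 75th percentile over detected probes. EGFR itself was at -0.19 on CS and at 0.12 on CSHA by its brightest probe, and at -0.039 and -0.0093 by the next brightest. Its dimmest probe, not well above background on TCP, was higher by 0.083 on CS and 0.39 on CSHA, which are plain differences. These lists are not the target sets of Fig. 3c, which were not analysed here.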

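Of the 9 genes in the heatmap of Fig. 3d, 8 had a difference from TCP on CS, and 7 of these were higher. All 9 had a difference on CSHA, 8 of them higher. The median difference was 0.28 on CS and 0.36 on CSHA, and none of the 8 genes well above background on all arrays reached a 2-fold change. CXCR4 (NM_001008540) was higher by 0.59 on CS and by 0.84 on CSHA. ABCG2 (NM_004827) was higher by 0.50 and 0.44, and ALDH1A1 (NM_000689) by 0.51 and 0.41. CD44 (NM_000610) rose by 0.31 on CS and by 0.67 on CSHA, and CD24 (NM_013230) by 0.25 and 0.36. BMI1 (NM_005180) was at 0.05 on CS, which is within the spread among spots, and at 0.20 on CSHA. PROM1 (NM_001145850), which encodes CD133, was at 0.04 and 0.03, also within that spread. POU5F1 (NM_002701), which encodes OCT4 and has near-identical pseudogenes that its probe could also bind, was lower on both membranes, at -0.35 on CS and -0.24 on CSHA. After scaling to the spike-in probes, POU5F1 was at 0.20, CXCR4 at 1.28 and CD44 at 1.11 on CSHA. NANOG (NM_024865) was not well above background on TCP, and on CSHA its difference was at least 0.23, a bound that leaves a 2-fold change open. That bound is itself within the spread among spots, and the NANOG signal on CSHA, 26.9, was near the limit of detection. With no filter on dim probes, NANOG was at 1.33 on CSHA. On CS, NANOG was well above background, but no bound was given. Its normalized log2 signal was -4.14 on CS and -4.97 on TCP.

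**Figure D2:**
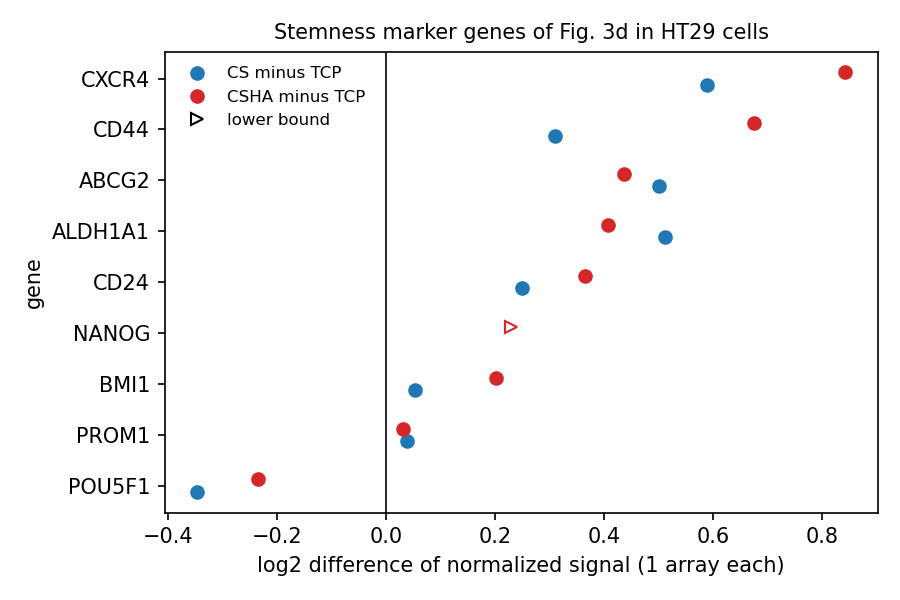
Log2 difference of the normalized signal from TCP (x axis) of the 9 genes of Fig. 3d (y axis) on CS (blue) and CSHA (red), 1 array per condition and no error bars. The open triangle is a lower bound; CXCR4 on CSHA, at 0.84, is the highest point and POU5F1 on CS, at -0.35, the lowest.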

Besides, cancer stemness core genes were also upregulated in the cells cultured on the CS membranes (Fig. 3d). These transcriptome analysis data indicated that the cultivated cells on CS substrates increased the expression of genes related to stemness and cancer progression.

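Across all genes, 197 were at least 2-fold higher on CS than on TCP and 278 were at least 2-fold lower, out of 14462 compared. Of these, 110 of the higher and 180 of the lower genes rest on bounds, because the gene was not well above background on 1 of the arrays. On CSHA, 442 genes were at least 2-fold higher and 582 at least 2-fold lower out of 14623, with 174 and 134 of them bounds. Between the membranes, 332 genes were at least 2-fold higher on CSHA and 314 at least 2-fold higher on CS. At least 2-fold changes in the same direction on CS and CSHA were found for 74 higher and 164 lower genes. The correlation across genes of the differences on CS and on CSHA was 0.63 over 13484 genes, which are not independent replicates. Since both differences use the same TCP array, unchanged arrays simulated with the spread among spots gave 0.55. That simulation leaves out differences between cultures, so it does not give what a shared TCP array alone would produce here. The counts depend on the processing: with no filter on dim probes, 634 genes were at least 2-fold higher and 1152 lower on CS, and with the deposited values 67 were higher and 137 lower. With scaling to the spike-in probes, 1809 genes were at least 2-fold higher and 176 lower on CSHA than on TCP, and 995 were higher and 117 lower on CSHA than on CS. With quantile normalization, the latter counts were 243 and 374. From the heatmaps and the enrichment analysis, the paper concludes that culture on CS substrates raised the expression of genes related to stemness and cancer progression.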

### CS increased the stemness and the population of CSCs

The stemness genes (OCT4 and NANOG) and CSC biomarkers were analyzed by RT-PCR. As shown in Fig. 4a, the expression levels of OCT4 and NANOG in both HT29 and Huh7 significantly increased on CS and CSHA membranes as compared to TCP plates. The HT29 CSC markers, CD133, CD24, and CD44, were significantly upregulated on CS and CSHA membranes (Fig. 4b). The Huh7 CSC markers, CD133, CD90, and EpCAM, were also significantly upregulated on CS and CSHA membranes (Fig. 4b). The other cell lines demonstrated similar results (Supplementary Fig. S5). The gene expression of HT29 spheres from non-adherent sphere forming culture system, another 3D culture system, was also analyzed. All CS, CSHA and sphere culture systems increased stem cell properties (Supplementary Fig. S5). Moreover, we evaluated the protein levels of CSC markers, CD133 in HT29 and CD13 in Huh7. Results showed that CD133-positive cells in HT29 increased from 15.2% on TCP plates to 18.0% and 30.1% on CS and CSHA membranes, respectively. Although the mRNA level of CD13 in Huh7 was not changed on CS and CSHA membranes as compared to TCP plates, CD13-positive cells increased from 41.1% to 66.5% and 67.6%, respectively (Fig. 4c). The ELDA sphere forming assay was performed to examine the CSC frequency and self-renewal capacity. As shown in Fig. 4d, the CSC frequencies on CS and CSHA membranes were significantly higher than those on TCP plates in both HT29 and Huh7. The expression level of BMI1, a transcription factor associated with self-renewal property, increased for HT29 on CS and CSHA membranes as compared to TCP plates. The BMI1 expression increased for Huh7 only on CS membranes (Fig. 4e,f). Besides, the side population assay was performed to evaluate the CSC ratios. Both side populations in HT29 and Huh7 cultured on CS and CSHA membranes elevated compared to TCP plates (Supplementary Fig. S4).

### CS increased the quiescent population

Staying at quiescent state is an important property of CSCs. The quiescent population was performed using the Ki-67/PI quiescence assay. Results revealed that the quiescent population in HT29 increased from 0.221% to 1.89% and 1.63% on CS and CSHA membranes, respectively, and that in Huh7 increased from 8.67% into 36.9% and 36.0%, respectively (Fig. 5a). The expression levels of cell cycle arrest related genes as p16 and p21 also increased on CS and CSHA membranes for both HT29 and Huh7 (Fig. 5b,c).

### Canonical and noncanonical Wnt signalings were activated in colon cancer and HCC stem cells, respectively

The expression of canonical Wnt ligand, WNT2B, was significantly upregulated in HT29 on CS and CSHA membranes (Fig. 6a). Wnt signaling downstream genes, CTNNB and MYC, were also upregulated in HT29 on CS and CSHA membranes (Fig. 6a). The Wnt/β-catenin reporter assay (TOP-flash) showed that CS substrates activated Wnt/β-catenin signaling in HT29 but not in Huh7 (Fig. 6b, Supplementary Fig. S6). The expression of noncanonical Wnt ligands, WNT5B, WNT11, and WNT16, were upregulated in Huh7 cells on CS and CSHA membranes (Fig. 6c). Since Wnt5-Frizzled2 could activate STAT3 phosphorylation in cancer cells and increase CSC properties, we further checked the activation of STAT3. In Fig. 6d, the phosphorylated STAT3 was increased in Huh7 by culturing on CS and CSHA membranes. Meanwhile, we did not observe any change of STAT3 phosphorylation in HT29 (Supplementary Fig. S6). To confirm the role of Wnt signaling, we used IWP-4 to inhibit Wnt signaling in both HT29 and Huh7 cells (Supplementary Fig. S7). The expression levels of stemness genes as OCT4, NANOG, and CD133 decreased in the cancer cells on both CS and CSHA membranes with IWP-4 treatment. In addition, the migration ability promoted by CS and CSHA membranes was reduced with IWP-4 treatment. The cell morphology was not significantly changed between treated cells and non-treated cells (Supplementary Fig. S7).

### The CD44-dependent effect of the colon cancer cells cultured on CS and CSHA membranes

Results of cytometry revealed that HT29 had 88.4% CD44-positive cells, whereas Huh7 was a CD44-negative cell line (Fig. 7a). To investigate the role of CD44, a possible target of Wnt signaling, in the cancer cells grown on CS and CSHA membranes, knockdown of CD44 expression in HT29 was performed (Fig. 7b). The experimental results demonstrated that knockdown of CD44 significantly deprived HT29 of spheroid formation (Fig. 7c) and decreased the expression of stemness genes OCT4 and NANOG, CSC marker genes CD133 and CD24, as well as ALDH1A1 gene for HT29 both on CS and CSHA membranes (Fig. 7d).

## Discussion

Cancer cells are surrounded with stromal cells and extracellular matrix which support tumor formation and development^13^. In order to mimic *in vivo* tumor microenvironments, 3D culture with biomaterials is developed to investigate tumor biology^14^. However, scaffold matrix-embedded 3D cell culture is complicated and has difficulty in harvesting the cancer cells for further studies. Here, we used chitosan substrates to create a simple and convenient system to culture cancer cells. We showed that chitosan alone could increase cancer cell stemness properties and tumor progression.

We observed that chitosan and HA-grafted chitosan could induce diverse morphology of various cancer cell types. Cellular phenotypes, CD44 expression and cellular properties of cell lines might affect the aggregation ability on CS and CSHA. We found cells with epithelial-like phenotype and/or higher CD44 expression tended to form colonies or spheroids on CS and CSHA, in contrast to cells with mesenchymal-like phenotype and/or CD44-negative. On the other hand, CSHA provided an environment for cells to aggregate more easily than CS. Based on the cell morphology on TCP plates, HT29 and SW480 have epithelial-like phenotype, and DLD-1 and HCT116 have mesenchymal-like phenotype. As shown in our Fig. 1 and Supplementary Fig. S1, only HT29 could form spheroids on CS membranes but DLD-1 and HCT116 could not. SW480 was an exception. Previous studies^32^,^33^ and we (data not shown) revealed that SW480 could not form spheroids in the sphere forming assay. It also failed to aggregate on both CS and CSHA. HT29, DLD-1 and HCT116 are all CD44-positive cells and able to aggregate on CSHA membranes. We also observed the similar phenomenon among HCC cell lines.

Previous studies demonstrated ATP-binding cassette (ABC) transporters and aldehyde dehydrogenase (ALDH) enzymes contributed to drug resistance of cancer cells^34^,^35^. In the current study, chitosan not only elevated the cell viability of HT29 and Huh7 under 5-Fu and doxorubicin treatment but also upregulated the expression levels of ABCG2 and ALDH. Interestingly, our results showed Huh7 had higher ALDH enzyme activity while the gene expression of ALDH1A1 in Huh7 was not significantly changed on CS membranes. Probably other isoforms of ALDH contributed to the enzyme activity^36^,^37^. Besides, C-X-C chemokine receptor type 4 (CXCR4) is correlated with metastasis in colon cancer and HCC cells^38^,^39^ and activates some pathways associated with migration such as Cdc42 and Ras^40^. MMP14, a membrane-type matrix metalloproteinase (MMP), promotes cancer invasion and metastasis^41^. Our results revealed that chitosan increased the migration ability and expression levels of CXCR4 and MMP14 in both HT29 and Huh7. Knockdown of MMP14 could reduce the effect of chitosan substrates on cell motility in both cell lines. However, knockdown of CXCR4 by several shRNA sequences in Huh7 could not significantly decrease the migration ability in CS and CSHA groups. We assumed that dozens of genes and cellular properties might be changed while cells grew on CS or CSHA. Several motility-related genes might be upregulated to enhance the cellular migration ability by CS and CSHA. Therefore, although CXCR4 plays an important role in the migration of Huh7 cells^42^, knockdown of CXCR4 gene might not significantly affect the migration of Huh7 cells in CS and CSHA groups. 

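Among the hand-written Cdc42 genes, the largest differences on CS were those of ACTR2, higher by 0.45, and PAK4, at -0.37. On CSHA, PIK3CA was highest at 0.52 and ARPC1B lowest at -1.16, the only gene of the list with a 2-fold change. Of the 28 Cdc42 genes, 13 were higher on CS and 19 on CSHA. In the Ras list, MAPK3 was lowest on CS at -0.45. On CSHA, SOS2 was highest at 0.60 and ARAF lowest, at -1.58 by its brightest probe and at 0.04 by the other. Of the 33 Ras genes, 18 were higher on CS and 19 on CSHA.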

According to GSEA analysis, we also found genes related to Cdc42 and Ras pathways were upregulated on chitosan membranes. In addition, mTOR, a downstream effector of the PI3K/AKT pathway has been reported to affect tumor progression^43^. 

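In the hand-written mTOR list, 12 of 23 genes were higher on CS than on TCP and 15 were higher on CSHA. DEPTOR, which encodes a protein that binds and inhibits mTOR, had the largest rise, of 0.80 on CS and 1.20 on CSHA, and with the deposited values it was at 0.47 and 0.76. EIF4G1 had the largest fall, at -0.52 on CS and -1.02 on CSHA, and it also belongs to the eIF4 list. These differences between single arrays have no replicate check.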

By means of the GSEA analysis, we found that the mTOR pathway associated genes were upregulated for HT29 cells on chitosan membranes. GSEA data also revealed that the upregulated genes were associated with the EGFR or Myc target gene set. 

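In the hand-written list of EGFR-induced genes, JUN was highest on CS at 0.53 and EGR1 lowest at -0.72. On CSHA, AREG was highest at 0.92 and HBEGF lowest at -1.12, or at -0.69 with the deposited values. In the list of Myc targets, IMPDH2 was highest on CS at 0.26 and TERT lowest at -0.97, while on CSHA UBTF was highest at 0.38 and SRM lowest at -1.44. No Myc target was at least 2-fold higher on either membrane, and 3 were at least 2-fold lower on CSHA.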

Several studies have shown that EGFR and Myc are often overexpressed in human carcinomas and play crucial roles in tumorigenesis^44^,^45^. On the other hand, we observed both CS and CSHA had similar stemness-induced effects with varying degrees on the cancer cells. CSHA was a biomaterial with grafted HA on the surface of CS. Therefore, HA was the major component of CSHA to interact with the cancer cells. Even though previous study suggested the structure of HA is partially similar to chitosan^30^, CS and CSHA might create similar but different microenvironments to affect the cancer cells. Taken together, chitosan alone may enhance the cancer cell migration ability and drug resistance and may activate several tumorigenesis-associated pathways.

Recent literature showed that CSCs, distinct subpopulation cells in the tumor, contributed to cancer heterogeneity that increased the complexity within a tumor and caused therapeutic problems^3^. However, CSCs would decrease stemness properties and differentiate into the progeny cancer cells when they lost their specific microenvironments^19^,^20^. Our results showed that the chitosan culture system could mimic tumor microenvironments and elevate the expression levels of stemness and CSC marker genes. 

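A list of 20 intestinal stem cell genes, written by hand before the data were examined, of which the heatmap also labels 5, had 17 genes with a value on HT29 cells. Their median log2 difference from TCP was 0.05 on CS, at percentile 56.9 of random lists matched on mean expression, and 0.20 on CSHA, at percentile 76.9. On CS 11 of the genes were higher and 6 lower, and on CSHA 12 were higher and 5 lower. The lowest gene was TERT on CS, at -0.97, and AXIN2 on CSHA, at -1.04 by its brightest probe and at -0.15 by the other. The highest gene on each membrane was ASCL2. Over the alternatives, the median on CS was lowest at -0.0027.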

The heatmap analysis of microarray data demonstrated that the upregulated genes of HT29 cultured on chitosan substrates were correlated with the stemness gene set of normal Lgr5-positive intestinal stem cells^46^. 

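Some marker genes had a second probe on the array. The second probe of CD44 was dim and was higher by 0.46 on CS and 0.66 on CSHA. That of BMI1 was higher by 0.28 and 0.45. The probes of ALDH1A1 disagreed on CSHA, where the second one was at -0.18, and on CS it was at 0.26. Both probes of POU5F1 were lower than on TCP, the second at -0.33 on CS and -0.14 on CSHA. ABCG2, CXCR4, PROM1, CD24 and NANOG were each measured by 1 probe.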

CSC marker genes of HT29 cells were also upregulated on chitosan membranes. These data revealed that chitosan might increase stemness-related genes. We further verified these data by RT-PCR analyses and CSC-associated functional assays. We found that the core stemness transcription factors, OCT4 and NANOG, increased significantly for both HT29 and Huh7. Besides, the expression levels of CSC markers, CD133, CD24, CD44, CD90, and EpCAM were enhanced. These CSC markers are also required for maintenance of stemness properties of CSCs through several signaling pathways^47^,^48^. The factors associated with drug resistance, ABCG2, and ALDH, were also regarded as the CSC markers^49^,^50^. Moreover, CSCs maintain CSC pools through their self-renewal ability that could be evaluated by sphere forming assay^51^. The results of ELDA sphere forming assay revealed that the cancer cells on the chitosan membranes increased not only self-renewal ability but also the CSC frequency. Chitosan also increased the BMI1 expression, the crucial regulator of self-renewal^52^. Additionally, some CSCs in the tumors stay at quiescent states, regarded as G_0_ phase in cell cycles, to prevent CSC exhaustions caused by differentiation^53^. At quiescent states, CSCs could resist anti-proliferation drugs and then escape from cytotoxic chemotherapies^54^. Our results revealed that chitosan increased quiescent population and the expression of quiescence regulators p16 and p21 in both HT29 and Huh7. These results suggested chitosan might increase CSC population via increasing quiescence of CSCs. Taken together, we demonstrated that chitosan substrates promoted the characteristics of CSCs such as migration ability, drug resistance, self-renewal capacity, and quiescent population.

A few biomaterials were used in cancer cell culture systems to imitate the tumor microenvironments^14^. These biomaterial scaffolds facilitated cancer cells to form 3D multicellular spheroids that mimic the solid tumor *in vivo*. Other reports showed that formation of such 3D cell spheroids could increase the stemness of cancer cells^55^,^56^. In the present study, chitosan promoted the stemness properties of cancer cells regardless if cells were assembled into 3D cellular spheroids. Chitosan itself may provide external signals from microenvironments to alter the fate of cancer cells, but the interactions between chitosan and cancer cells were relatively unexplored. Multiple signaling pathways including Wnt/β-catenin, Notch, and Hedgehog regulate the CSC properties^8^. Colon CSC population possesses high Wnt activity^9^. Hyperactivation of Wnt/β-catenin signaling could even trigger differentiated epithelial cells to convert into tumor-initiating cells^57^. Noncanonical Wnt signaling also enhances CSC characteristics in HCC and colon cancers^10^. Noncanonical Wnt ligand can increase EMT in HCC cells through STAT3 activation. Here, we showed that chitosan significantly increased the phosphorylation of STAT3 in Huh7 HCC cells but not in HT29 colon cancer cells. Nevertheless, we observed chitosan increased the Wnt/β-catenin reporter activity in HT29 cells. Thus, we suggested that the chitosan culture system increased canonical and noncanonical Wnt signalings in HT29 and Huh7 cancer cells, respectively. On the other hand, Rao *et al*. recently revealed that chitosan nanoparticles could bind to cell membranes of CSCs via CD44^30^. The chemical structure of chitosan partially resembles HA, a major ligand of CD44 receptors. Thus, they assumed that chitosan may specifically target CD44^positive^ CSCs. Additionally, CD44 isoforms on CSCs could couple with other signaling pathways, such as c-Met, which could promote their stemness properties^58^. CD44 is a Wnt/β-catenin target gene and can also activate Wnt/β-catenin in a concentration-dependent manner via modulating Wnt-LRP6 receptor complex^59^. Our results demonstrated that knockdown of the CD44 expression in HT29 would abolish their ability to form multicellular spheroids on chitosan membranes and downregulate the stemness and CSC marker genes. Taken together, chitosan substrates increase CSC properties of HT29 colon cancer cells and Huh7 HCC cells and probably are associated with different Wnt signaling pathways.

Chitosan modified with other molecules has been recently used as culture systems for the investigation of tumor progressions and has been shown to increase the cancer stemness^23^,^24^,^25^,^26^. In the current study, we considered that the pristine chitosan per se could promote the properties of CSCs including migration ability, drug resistance, quiescent population, and self-renewal capacity through in colon cancers. We also verified that chitosan substrates activated canonical and noncanonical Wnt signaling pathways in CD44^positive^ colon cancer and CD44^negative^ HCC, respectively (Fig. 8). This simple culture system mimics *in vivo* microenvironments of CSCs and creates a novel platform for CSC research and cancer drug development.

## Materials and Methods

### Chitosan (CS) and HA-grafted chitosan (CSHA) membranes preparation

The molecular weight of the chitosan powder (Sigma) was 510 kDa and the degree of deacetylation was 77%. The molecular weight of HA (SciVision Biotech) was about 2500 kDa. CS and CSHA membranes were prepared as previously reported^29^. Briefly, chitosan was dissolved in 1% acetic acid solution and coated on each well of 6-well plate. CS membranes were formed after evaporation of solvent in a laminar flow cabinet for 24 hrs. CS membranes were soaked in 0.5 N sodium hydroxide for 30 minutes, and washed with phosphate buffered saline (PBS) three times. For the preparation of CSHA membranes, HA solution was added in each chitosan-coated well with the amount of 0.5 mg per cm^2^ of CS membranes. CSHA membranes were crosslinked with ethyl (dimethylaminopropyl) carbodiimide/N-hydroxysuccinimide (EDC/NHS) solution with a weight ratio of HA/EDC/NHS adjusted to 1:1.84:0.23 at pH 5.5. Then, CSHA membranes were washed with PBS three times to remove unbound HA.

### Cell culture and cell seeding on CS and CSHA membranes

The human colon cancer cell lines HT29 (ATCC) and DLD-1 (ATCC) were cultured with Roswell Park Memorial Institute (RPMI, Life Technologies) 1640 medium. The human colon cancer cell lines, HCT116 (ATCC) and SW480 (ATCC), and HCC cell lines Huh7 (JCRB), HepG2 (ATCC), Hep3B (ATCC), and SKHep-1 (ATCC) were cultured with Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies). Both RPMI and DMEM medium contained 10% fetal bovine serum (FBS, GeneDireX) and 1% penicillin, streptomycin, and glutamine (PSG, Life Technologies). Cells were maintained at 37 °C in a humidified atmosphere of 5% CO_2_ within 10 passages. Cells were seeded on CS and CSHA membranes or tissue culture polystyrene (TCP) plates as the control group. The microscopy and real-time Cultured Cell Monitoring System were used for the observation of cell morphology. For Wnt signaling inhibition experiment, cells were treated with IWP-4 (20 μM, STEMCELL Technologies) for 24 hrs after seeded on CS and CSHA membranes.

### Transwell migration assay

Culture wells were divided into upper and lower compartments with transwell inserts (8 μm pore size, BD Bioscience). After starvation with serum-free medium, cells (2 × 10^5^ cells/well) were harvested and plated into the upper compartment which contained 300 μL serum-free medium, while the lower compartment contained 500 μL medium with 10% FBS. Following 18 hrs of incubation at 37 °C in 5% CO_2_, non-migrated cells were removed from the upper surface of the transwell, and the migrated cells remaining on the lower surface were fixed with methanol for 10 min and counted after staining with crystal violet for 1 hr.

### Drug resistance assay

While seeding on CS and CSHA membranes or TCP plates, HT29 and Huh7 were treated with varying concentrations of 5-Fluorouracil (Sigma) and doxorubicin (Sigma) for 72 hrs, respectively. Cell viability was evaluated using MTT (Sigma) assay according to the manufacturer’s instructions.

### Flow cytometry analysis

HT29 and Huh7 were stained with FITC-conjugated CD133 (Miltenyi Biotec) and PE-conjugated CD13 (BD Bioscience) at 4 °C for 1 hr, respectively. Cell staining with FITC-conjugated IgG (Biolegend) or PE-conjugated IgG (Biolegend) was used as the isotype control group. Aldehyde dehydrogenase (ALDH) activity was measured using ALDEFLUOR reagent (STEMCELL Technologies) with or without DEAB (ALDH inhibitor) following the manufacturer’s instructions. For analysis of side population, cells were incubated in 10% FBS medium containing 5 μg/mL Hoechst 33342 (Life Technologies) at 37 °C for 90 minutes. In control groups, cells were incubated with Hoechst 33342 in the presence of 50 μM Verapamil (Sigma). For quiescence assay, the quiescence (G_0_ phase) was defined as the population of Ki-67 negative cells in G_0_/G_1_ phase divided with propidium iodide (PI). In the assay, Foxp3/Transcription Factor Staining Buffer Set (eBioscience) was used for fixation and permeabilization following the manufacturer’s instructions. Cells were incubated with anti-human Ki-67 biotin (eBioscience) at room temperature for 1 hr. Then, cells were incubated with APC-conjugated streptavidin (Biolegend), 1 mg/mL RNase A (Sigma) and 30 μg/mL PI (Life Technologies) at room temperature for 30 minutes. After the incubation, all samples were resuspended, passed through cell strainers (40 μm, BD Bioscience), and analyzed by flow cytometer (BD FACSCanto II and BD LSRFortessa) or cell sorter (BD FACSAria III).

### Microarray data analysis

Total RNA was prepared using TriPure Isolation Reagent (Roche Life Science). cRNA was amplified and labelled using a Quick Amp Labelling Kit (Agilent Technologies) and hybridized to a 8 × 60 k v2 array chips (Agilent Technologies) according to the manufacturer’s instructions. The hybridized microarray slides were scanned using an Agilent scanner. The relative hybridization intensities and background hybridization values were calculated using Feature Extraction Software version 9.5.1.1 (Agilent Technologies). The raw signal intensities and flags for each probe were calculated from the hybridization intensities and spot information according to the procedures recommended by Agilent Technologies. 

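The deposited processed values differed between any 2 of the 3 arrays by the log2 difference of the median spot signal plus a constant, within 1e-06 at all 62976 spots. They therefore hold a shifted log2 signal from which no background was subtracted, centred at each spot. The SD of the differences between CS and TCP over spots well above background on all arrays was 0.28 in the deposited values and 0.35 in the background-corrected processed signal, and between CSHA and TCP it was 0.42 and 0.51. Among spots that were not controls, no spot of any array had a processed signal under the floor of 1. The lowest signal well above background was 24.1 on TCP, 21.1 on CS and 22.6 on CSHA.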

Briefly, a signal intensity less than 1 was corrected to 1 (not detected), and then the 75th percent shift normalization was conducted. Unless otherwise specified, data processing and analysis were performed using the statistical software R. Gene Set Enrichment Analysis (GSEA)^60^ was performed according to the standard procedure. Stemness gene set was adopted from the publication by Munoz, J *et al*.^46^.

### Sphere forming assay and 3D culture system

ELDA (extreme limiting dilution analysis) was performed to evaluate self-renewal capacity^61^. Briefly, cells were dissociated into single cell suspensions and plated at the concentration of 100, 50 and 25 cells per well, in Ultra-Low attachment 96-well plate (Corning) with serum-free sphere medium containing 2% B27 supplement (Gibco), 20 ng/mL epidermal growth factor (EGF) (PeproTech), and 10 ng/mL basic fibroblast growth factor (bFGF) (PeproTech). After 10 days of culture, spheres were stained by Hoechst 33342 (Life Technologies) and counted by IN Cell Analyzer 2000 (GE Healthcare Life Sciences). The frequency of sphere-forming cells was determined using the ELDA web-based tool at http://bioinf.wehi.edu.au/software/elda. Non-adherent and long-term culture was used for 3D sphere culture system. Briefly, cells were seeded into the agarose-coated plate with serum-free sphere medium containing 2% B27 supplement (Gibco), 20 ng/mL EGF (PeproTech), 10 ng/mL bFGF (PeproTech). After 9 days culture, spheres were harvested and analyzed by RT-PCR.

### Luciferase reporter assay

The TOP-flash luciferase assay is widely used to measure Wnt signaling^62^. The TOP-flash luciferase reporter construct contains 3 copies of the Tcf/LEF-binding site (AAGATCAAAGGGGGT) upstream of a TK minimal promoter. Cells were transfected with TOP-flash and pmCherry-C1 (Clontech) plasmid by JetPRIME reagent (Polyplus-transfection) following the manufacturer’s protocol. After 24 hrs of incubation, cells were harvested and seeded on TCP plates, CS and CSHA membranes for 48 hrs of culture. For luminescence measurement, cell lysates were transferred to white 96-well microplate and then the measurement was performed using Orion L Microplate Luminometer (Berthold Detection Systems). Fluorescence intensity of mCherry was measured by FlexStation 3^®^ microplate reader (Molecular Devices) for internal control.

### Western blot

Cells were lysed in cold radioimmunoprecipitation assay (RIPA) lysis buffer containing protease inhibitor (Sigma) and phosphatase inhibitor (Sigma) and subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Proteins were transferred onto polyvinylidene difluoride (PVDF) membranes and probed with primary antibodies. The protein expression levels were normalized with GAPDH (Millipore). The information of the antibodies was shown in Supplementary Table S2.

### Lentivirus knockdown system

The plasmids of short hairpin RNA (shRNA) targeting CD44, MMP14, and CXCR4 were purchased from Academia Sinica, Taipei, Taiwan. To prepare shRNA lentiviral stocks, HEK293T cells were transfected with three lentivirus-packaging plasmids (pMDLg/pRPE, pMD2G, pRSV-Rev, Addgene) and CD44 shRNA (shCD44-1 or shCD44-2), MMP14 shRNA (shMMP14-1 or shMMP14-2), CXCR4 shRNA (shCXCR4-1 or shCXCR4-2), or luciferase shRNA (shLuc) plasmids by JetPRIME (Polyplus-transfection) reagent following the manufacturer’s protocol. After 48 hrs of incubation, supernatants containing shRNA lentivirus were collected by centrifugation with 8.5% polyethylene glycol 6000 and 0.3 M sodium chloride. Then, lentivirus was introduced into HT29 or Huh7 for 24 hrs, followed by selection with puromycin (1 μg/mL) for 48 hrs. Flow cytometry and western blot were used to confirm the knockdown efficiency.

### RNA extraction and real-time polymerase chain reaction (RT-PCR)

RNA was extracted using the TriPure Isolation Reagent (Roche Life Science). cDNA was prepared using the High-Capacity cDNA Reverse Transcription Kit (Applied biosystem). RT-PCR was performed using iQ SYBR green detection system in CFX96 (Bio-Rad). The expression level of target genes was normalized to GAPDH and β-actin. The primers used for RT-PCR were shown in Supplementary Table S1.

### Statistical analysis

Data were expressed as means ± SD. Statistical significance of results was evaluated using ANOVA and further analyzed by Tukey’s multiple comparison test. All statistical tests were performed using GraphPad Prism v.5.0. P-value were displayed on the graphs using a single asterisk for values between 0.05 to 0.01, two asterisk for values between 0.01 to 0.001, and three asterisks for values below 0.001.

## Additional Information

**How to cite this article**: Chang, P.-H. *et al*. Chitosan promotes cancer progression and stem cell properties in association with Wnt signaling in colon and hepatocellular carcinoma cells. *Sci. Rep.* **7**, 45751; doi: 10.1038/srep45751 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Video 1

Supplementary Video 2

## Figures and Tables

**Figure 1:**
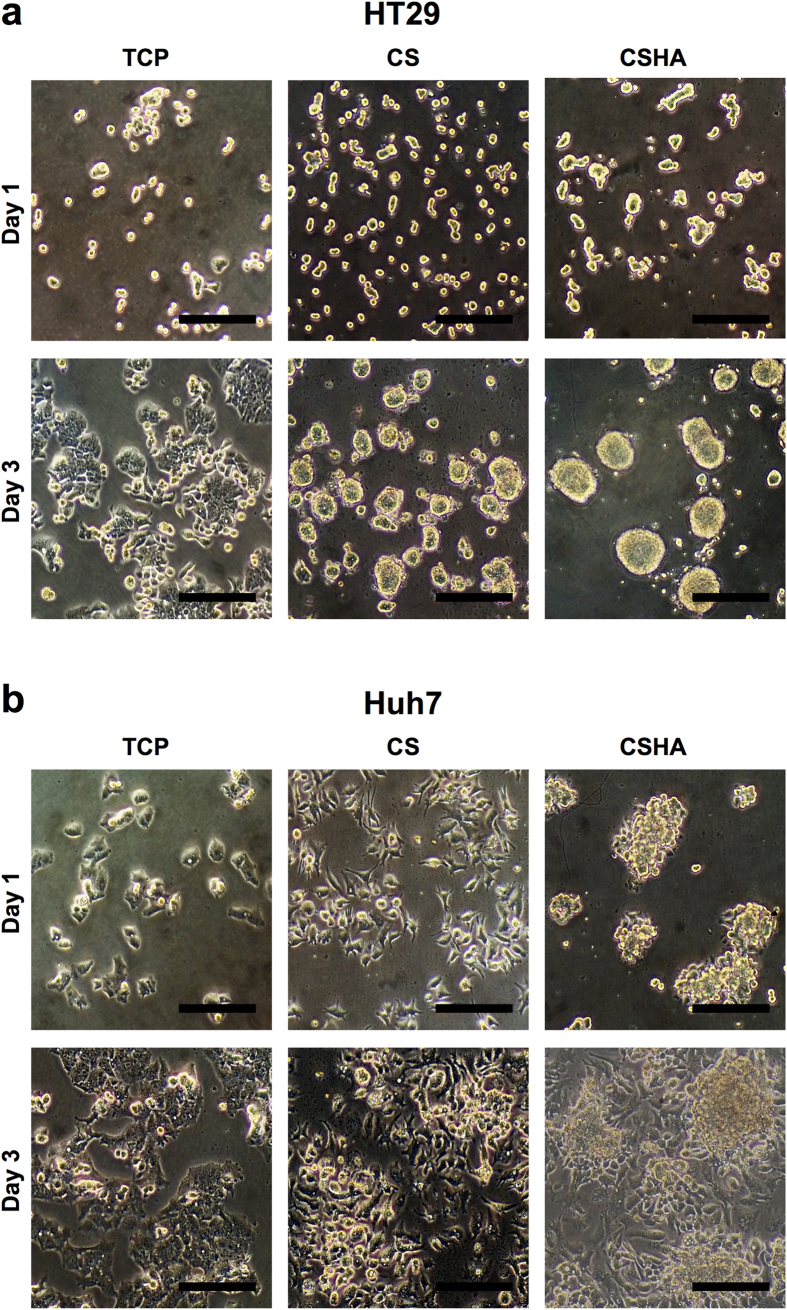
Morphology of cancer cells on CS and CSHA membranes. (**a**) Colon cancer cell line HT29 cultured for 24 and 72 hr. (**b**) HCC cell line Huh7 cultured for 24 and 72 hrs. Scale bar represents 200 μm.

**Figure 2:**
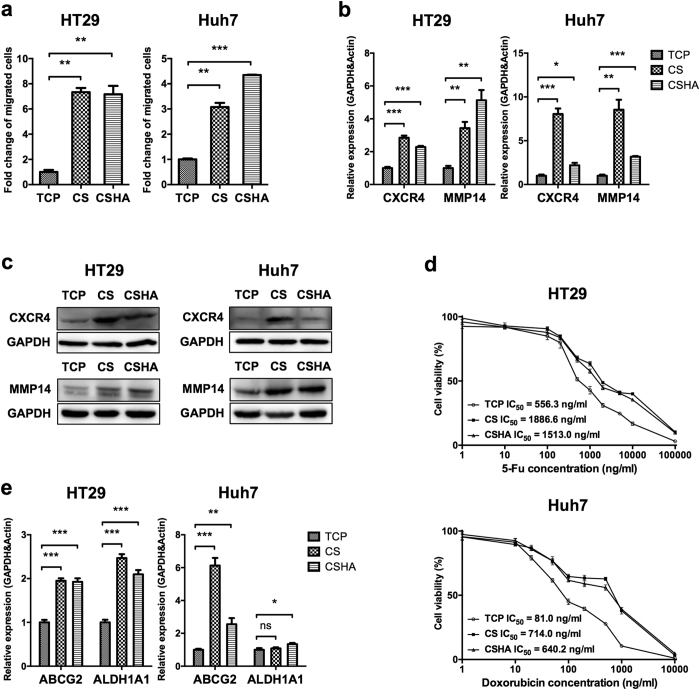
Analysis of cell motility and drug resistance and associated gene expressions. (**a**) The migrated cell numbers were quantified by the transwell migration assay and normalized to the TCP group. (**b**) CXCR4 and MMP14 mRNA expressions after 72 hrs of culture. (**c**) The protein expression level of CXCR4 and MMP14 after 72 hrs of culture. (**d**) Cell viability after treatments with varying concentrations of 5-Fu (1, 10, 100, 200, 500, 1,000, 2,000, 5,000, 10,000, and 100,000 ng/mL) and doxorubicin (1, 10, 20, 50, 100, 200, 500, 1,000, and 10,000 ng/mL) for HT29 and Huh7, repectively. Each point represents the means of six determinations (n = 6). (**e**) The mRNA expression levels of ABCG2 and ALDH1A1 after 72 hrs of culture. Each bar represents the means of three determinations ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 among the indicated groups.

**Figure 3:**
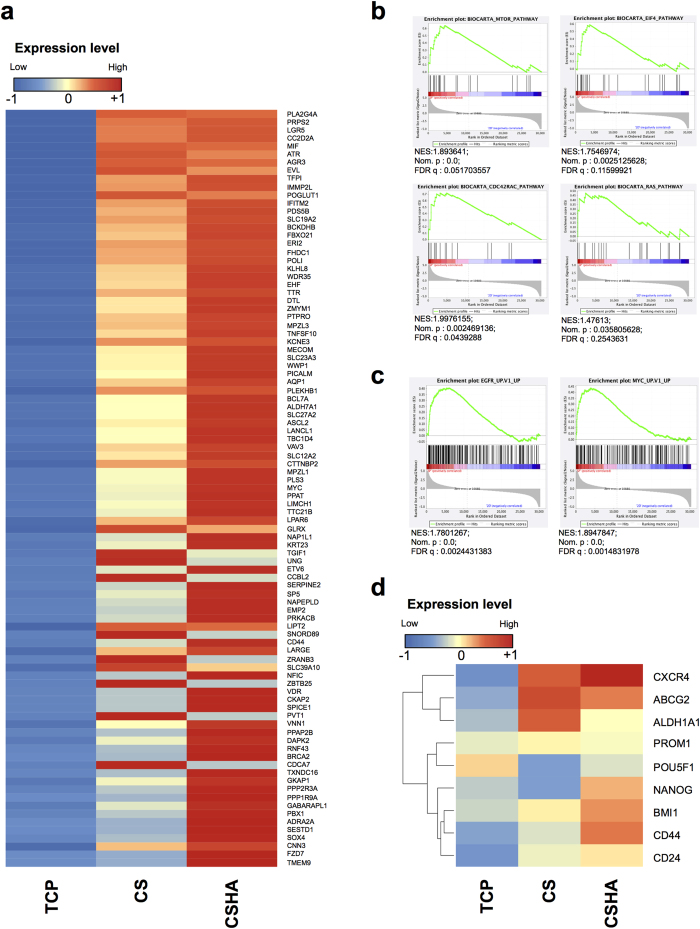
Microarray analysis of colon cancer cell line HT29 grown on TCP plates, CS, and CSHA membranes. (**a**) Heatmap of expression levels for genes related with colon stem cells. (GEO: GSE93704) (**b**) GSEA anaysis of gene set related to mTOR, elF4, Cdc42, and Ras signaling pathways. (**c**) GSEA anaysis of EGFR and Myc target gene set. Normalized Enrichment Score (NES), Nominal p-value (NOM.p) and FDR q-value (FDRq) were shown in the figure. (**d**) Heatmap of expression levels for genes associated with cancer stemness and CSC properties such as migration and drug resistance.

**Figure 4:**
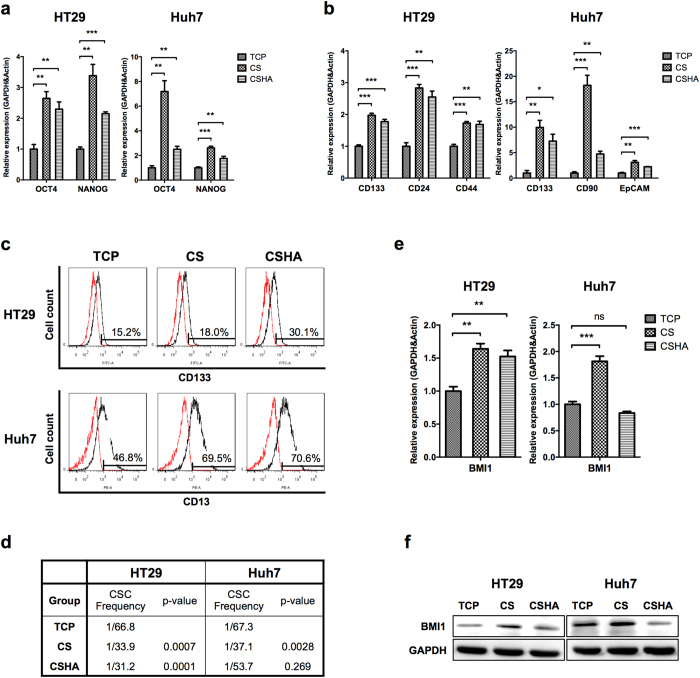
Evaluation of the stemness and the population of CSCs. (**a**) OCT4 and NANOG mRNA expressions after 72 hrs of culture. (**b**) The mRNA expression levels of CSC markers, CD133, CD24, and CD44 in colon cancer cells and CD133, CD90, and EpCAM in HCC cells after 72 hrs of culture. (**c**) The protein expression levels of CSC markers, CD133 in colon cancer cells (HT29) and CD13 in HCC cells (Huh7) by flow cytometry. (**d**) CSC frequency by ELDA sphere forming assay. (**e**) BMI1 mRNA expression after 72 hrs of culture. (**f**) The protein expression level of BMI1 after 72 hrs of culture. Each bar represents the means of three determinations ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 among the indicated groups.

**Figure 5:**
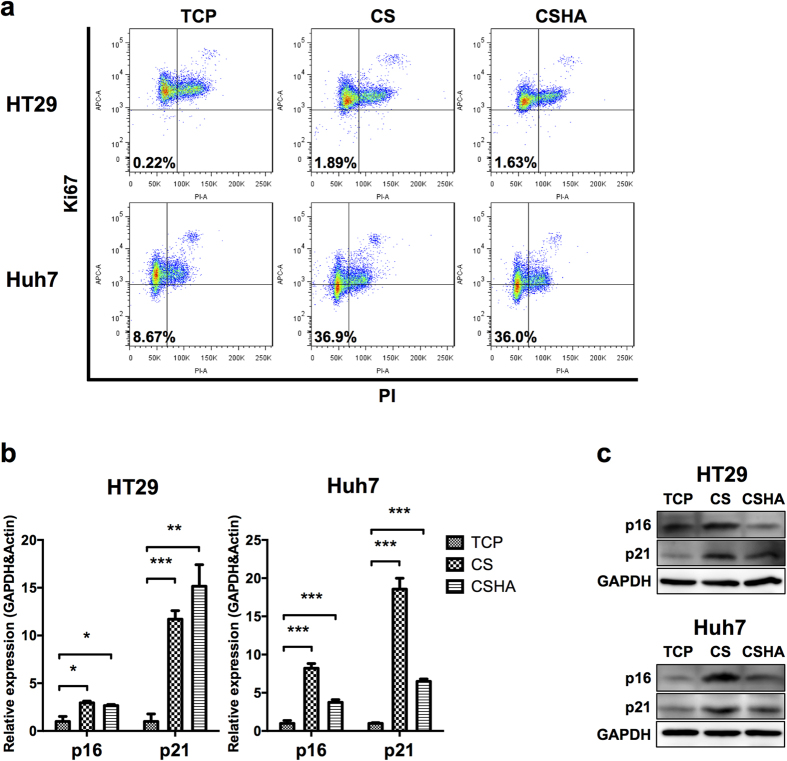
Characterization of quiescent population for HT29 and Huh7. (**a**) Ki-67 and PI negative population representing the quiescent population. (**b**) p16 and p21 mRNA expressions after 72 hrs of culture. (**c**) The protein expression levels of p16 and p21 after 72 hrs of culture. Each bar represents the means of three determinations ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 among the indicated groups.

**Figure 6:**
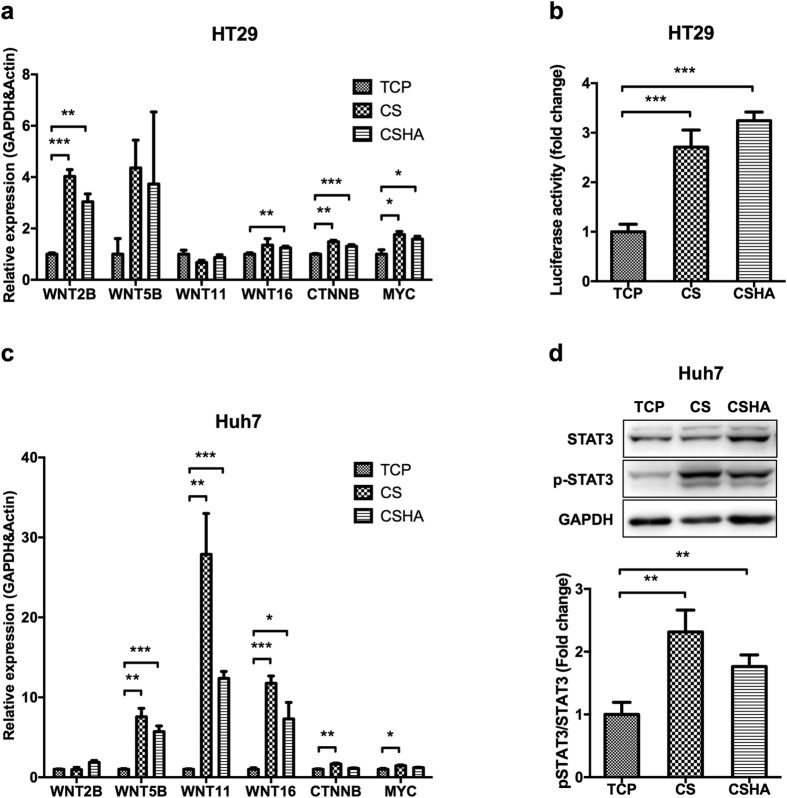
Activation of canonical and noncanonical Wnt signaling pathways for cancer cells on CS and CSHA membranes. (**a**) The mRNA expression levels of WNT2B, WNT5B, WNT11, WNT16, CTNNB, and MYC in HT29 after 72 hrs of culture. (**b**) TOP-flash luciferase reporter assay showed the activation of canonical Wnt signaling in HT29 grown on CS and CSHA membranes. (**c**) The mRNA expression levels of WNT2B, WNT5B, WNT11, WNT16, CTNNB, and MYC in Huh7 after 72 hrs of culture. (**d**) Phosphorylation of STAT3 by western blot for Huh7 on CS and CSHA membranes after 72 hrs of culture. The lower bar chart indicated the quantification of protein band. Each bar represents the means of three determinations ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 among the indicated group.

**Figure 7:**
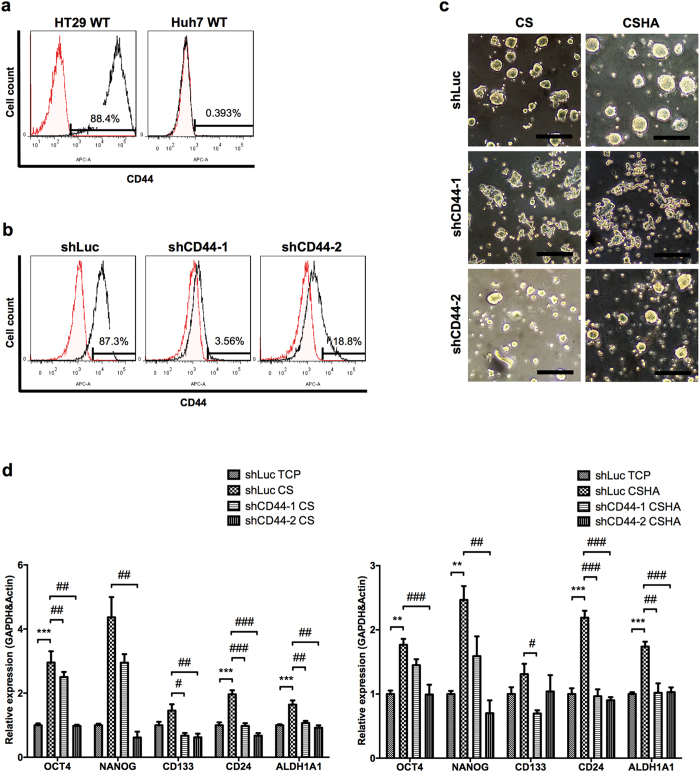
The effect of knockdown of CD44 receptor on morphology and gene expressions. (**a**) CD44 expressions in wild type (WT) HT29 and Huh7 by flow cytometry. (**b**) CD44 expressions in lentivirus-treated HT29 (shLuc, shCD44-1, and shCD44-2). (**c**) The morphology of lentivirus-treated HT29 after 72 hrs of culture. Scale bar represents 200 μm. (**d**) The mRNA expression levels of OCT4, NANOG, CD133, CD24, and ALDH1A1 for lentivirus-treated HT29 after 72 hrs of culture. Each bar represents the means of three determinations ± SD. **p < 0.01, ***p < 0.001 with respect to the shLuc TCP group. ^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001 with respect to the shLuc CS and shLuc CSHA group.

**Figure 8:**
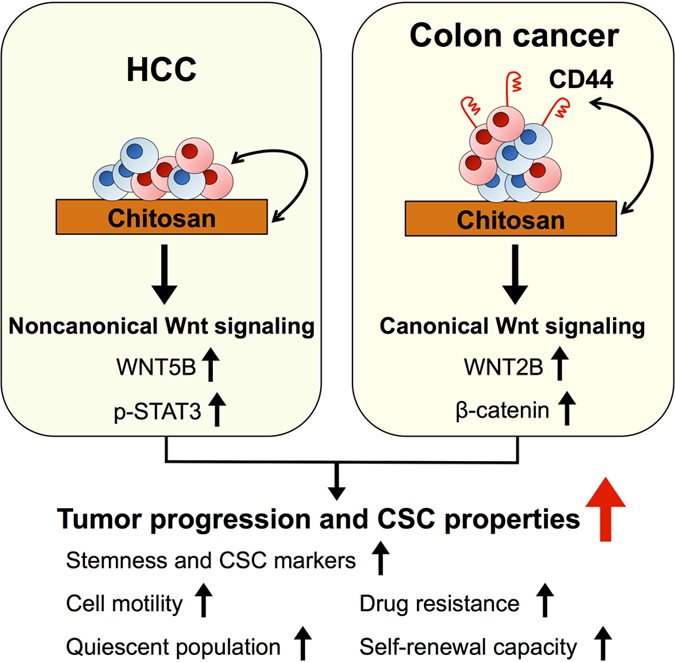
Chitosan might promote tumor progression and CSC properties in association with canonical or noncanonical Wnt signalings in different cancer cells.

# Supplementary material for: Chitosan promotes cancer progression and stem cell properties in association with Wnt signaling in colon and hepatocellular carcinoma cells
**Source:** Sci Rep. 2017 Apr 3;7:45751. doi: 10.1038/srep45751
**Supplement:** Supplementary Information

## **Supplementary Information**

### **Chitosan promotes cancer progression and stem cell properties in association with Wnt signaling in colon and hepatocellular carcinoma cells**

Po-Hsiang Chang<sup>1</sup>, Keisuke Sekine<sup>2</sup>, Hsiao-Mei Chao<sup>1,3</sup>, Shan-hui Hsu<sup>4,\*</sup>, Edward Chern<sup>1,\*</sup>

## **Supplementary video**

The video clips of HT29 colon cancer cells and Huh7 HCC cells grown on chitosan membranes showed the dynamic processes of spheroids and colonies formation. Both videos were acquired from 0 to 72 hrs after cell seeding.

#1. HT29 cells seed on CS membranes.

#2. Huh7 cells seed on CS membranes.

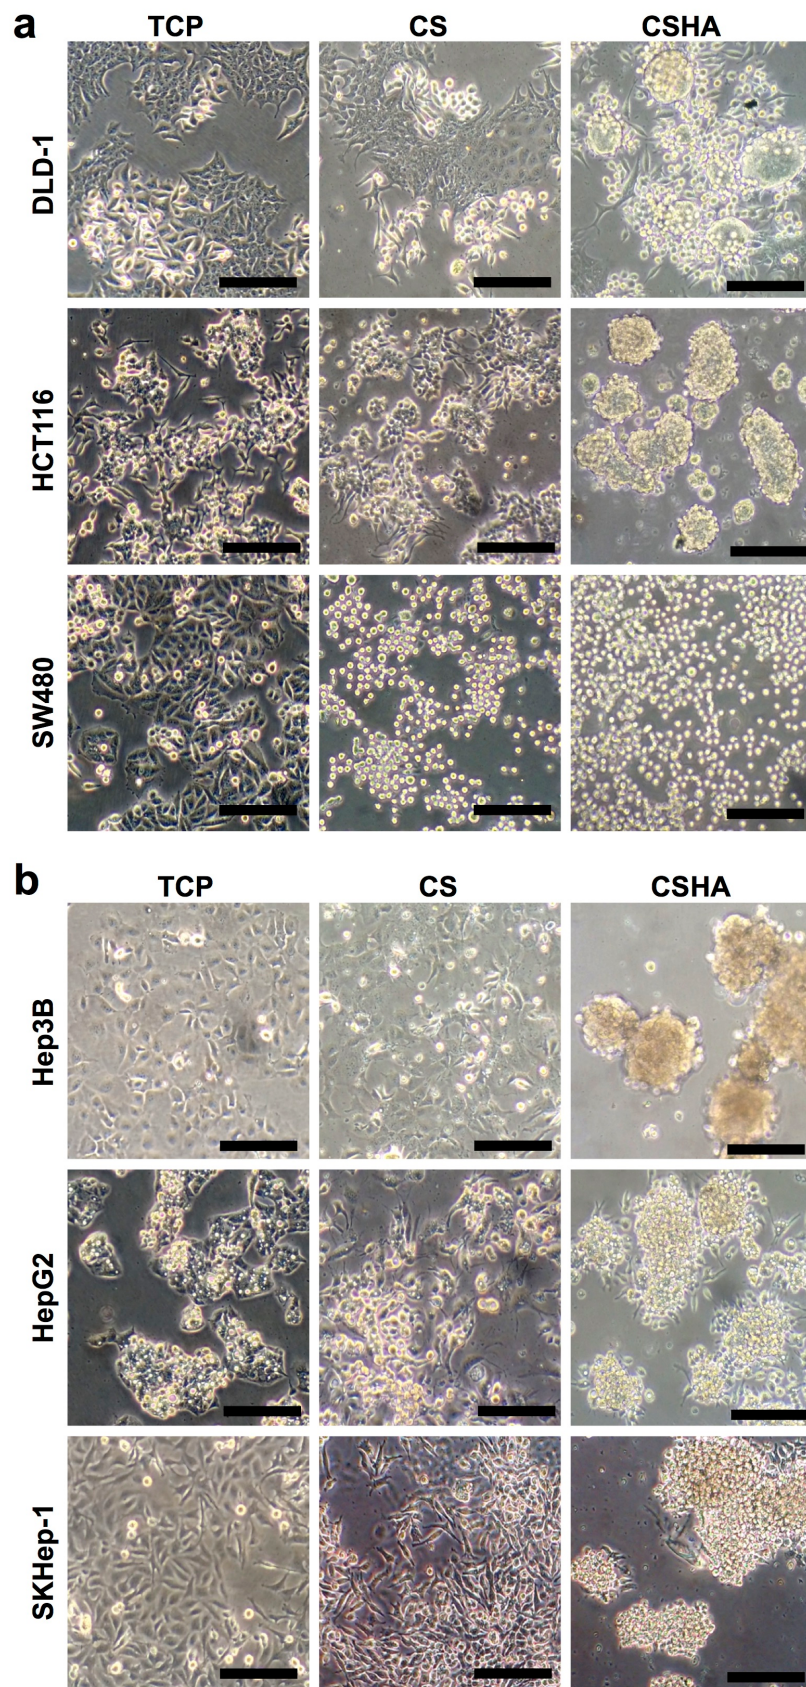

**Figure S1. Morphology of some other cancer cell lines grown on CS or CSHA membranes.** (a) Colon cancer cell lines, DLD-1, HCT116, and SW480 cultured for 72 hrs. (b) HCC cell lines, Hep3B, HepG2, and SKHep-1 cultured for 72 hrs. Scale bar represents 200  $\mu$ m.

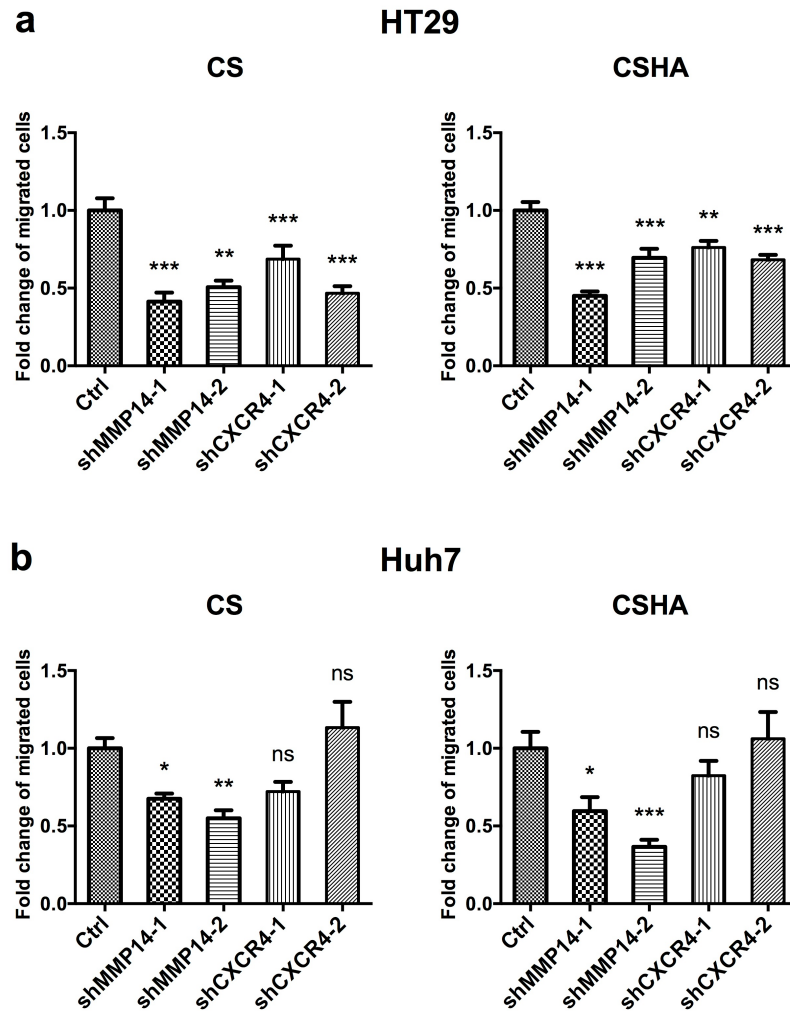

**Figure S2. The effect of MMP14 or CXCR4 knockdown on migration ability.** (a) The normalized migrated HT29 cells in CS and CSHA groups. (b) The normalized migrated Huh7 cells in CS and CSHA groups. Each bar represents the means of three determinations  $\pm$ SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  among the control groups.

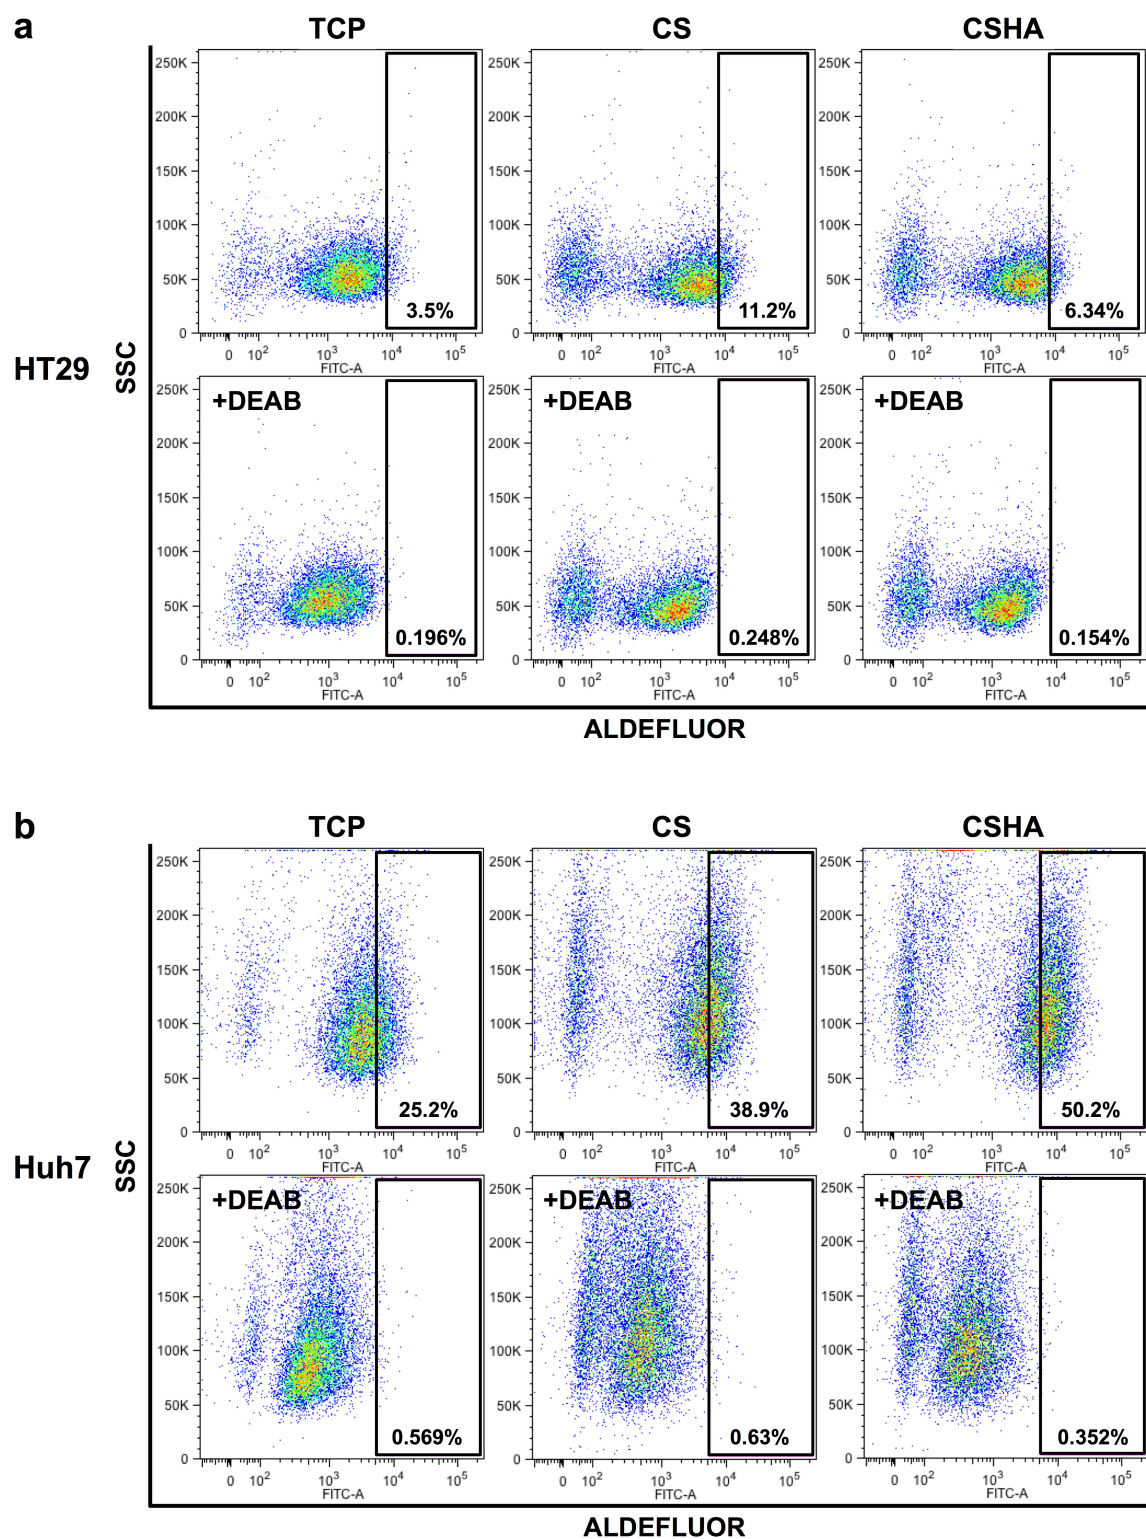

**Figure S3. Evaluation of ALDH activity by ALDEFLUOR assay.** (a) The ALDH-positive cells in HT29 increased from 3.5% on TCP plates to 11.2% and 6.34% on CS and CSHA membranes, respectively. (b) The ALDH-positive cells in Huh7 increased from 25.2% on TCP plates to 38.9% and 50.2% on CS and CSHA membranes, respectively.

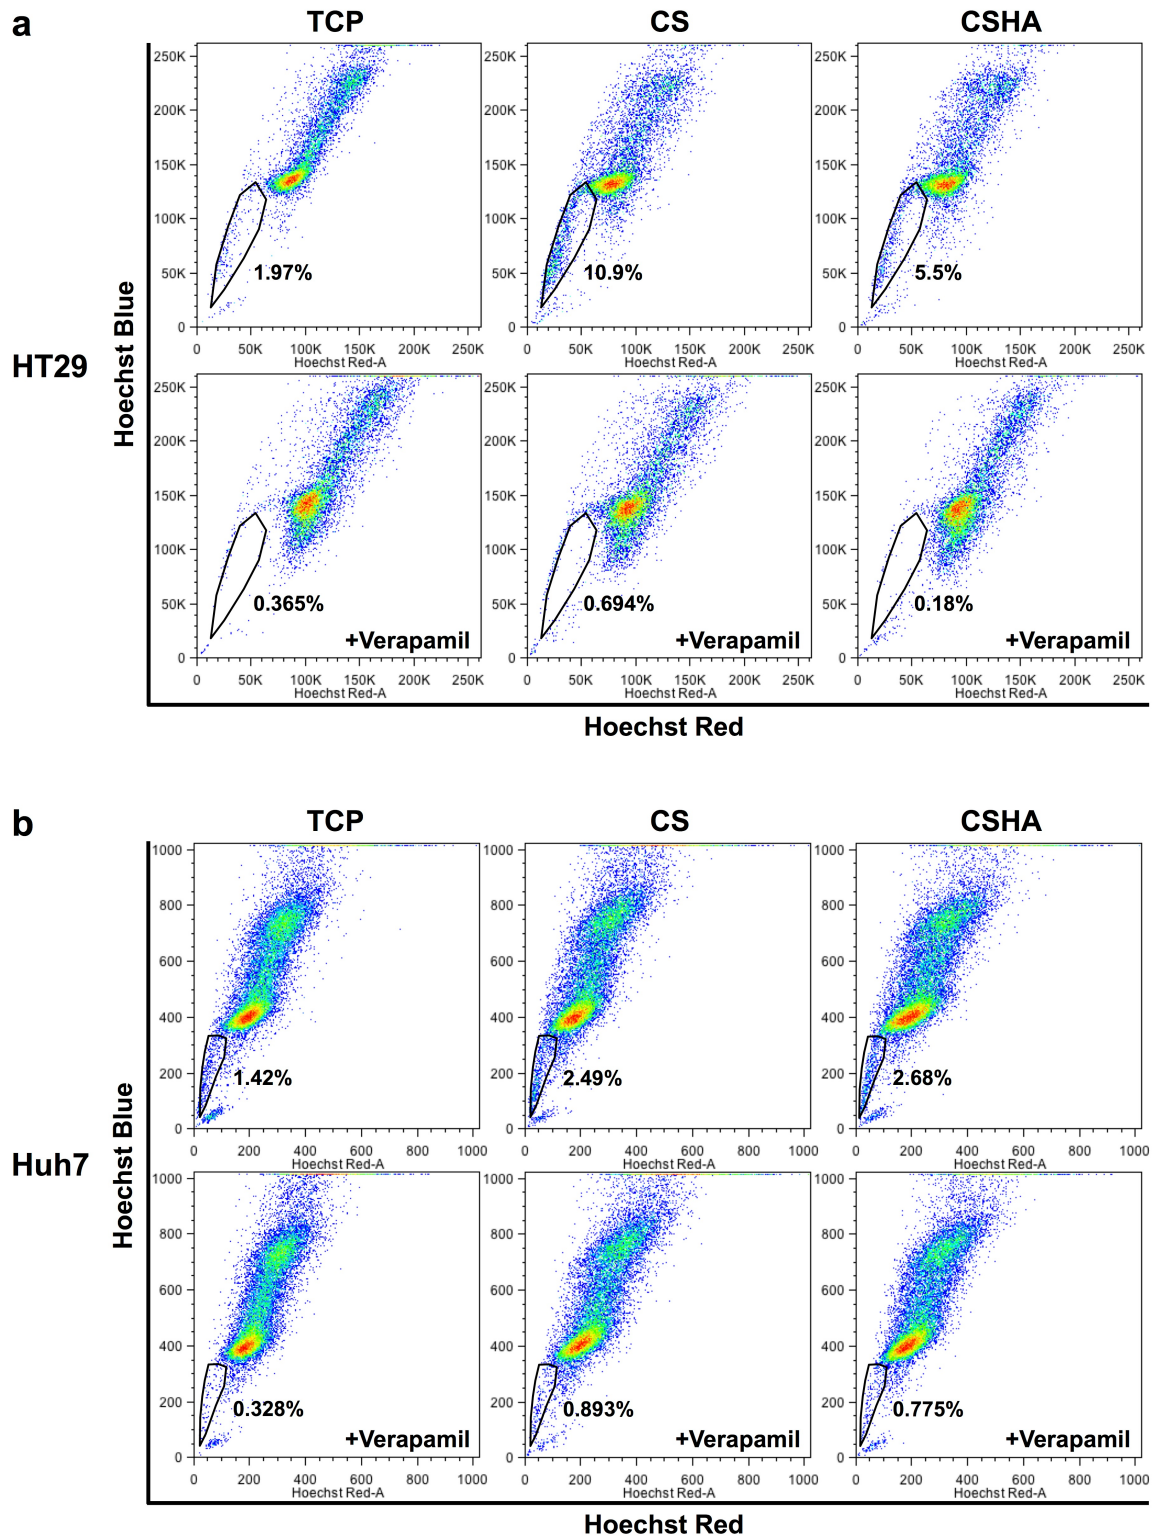

**Figure S4. Characterization of ABC transporter function and CSC ratio via side population (SP) assay.** (a) The SP-positive cells in HT29 increased from 1.97% on TCP plates to 10.9% and 5.5% on CS and CSHA membranes, respectively. (b) The SP-positive cells in Huh7 increased from 1.42% on TCP plates to 2.49% and 2.68%, respectively.

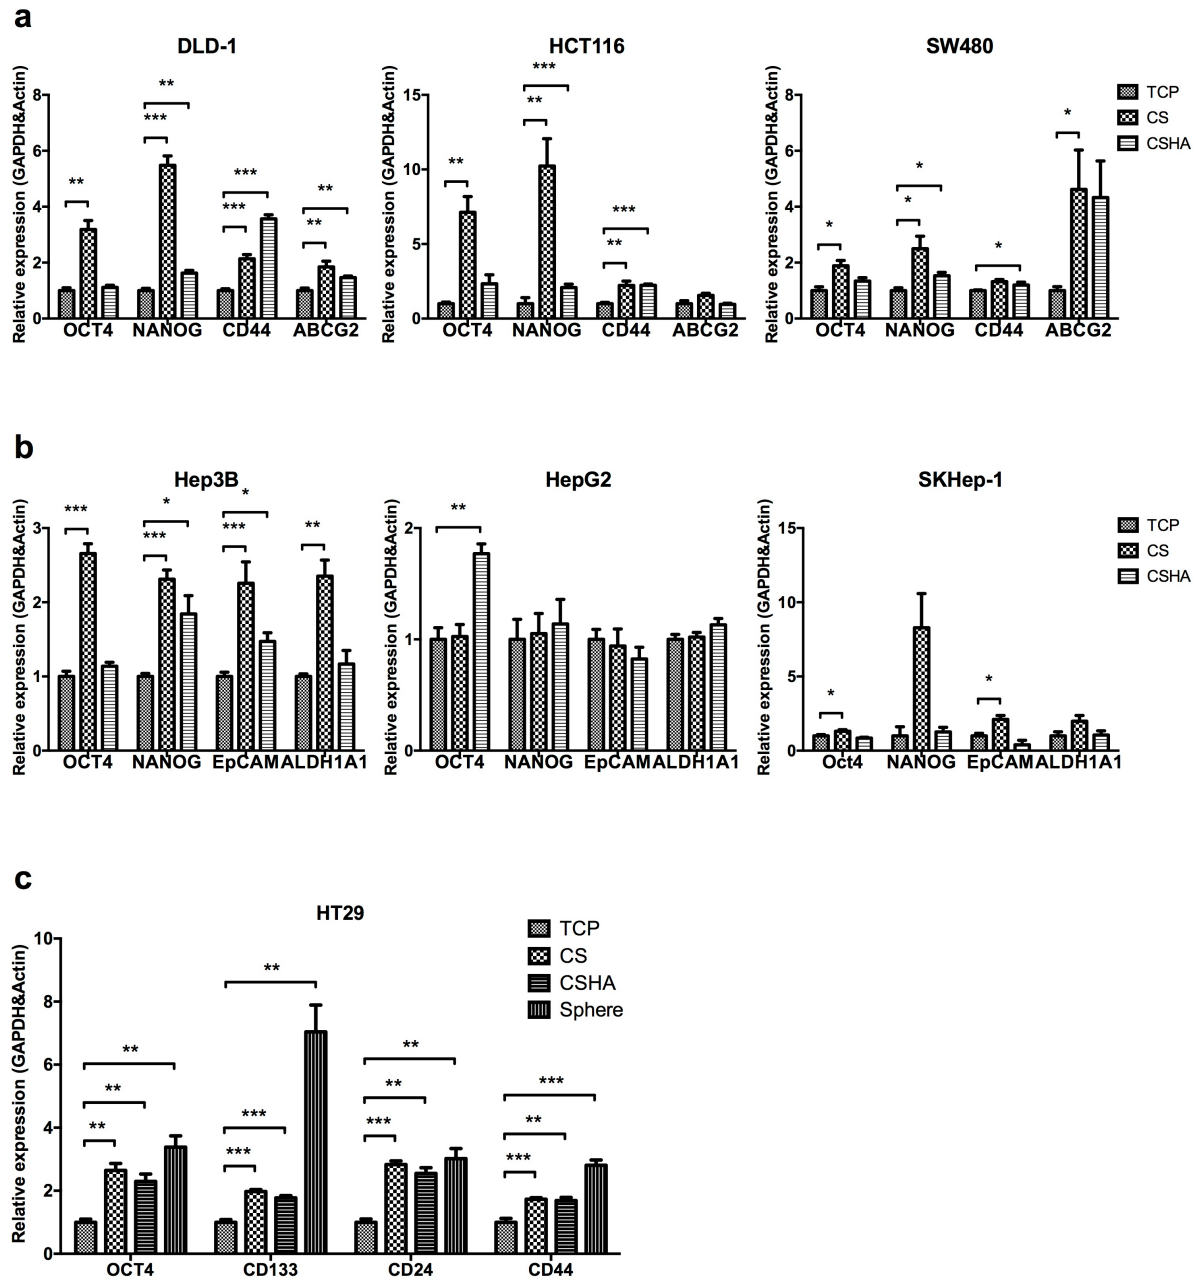

**Figure S5. Analysis of expression levels of stemness (OCT4 and NANOG), CSC markers (CD133, CD24, and CD44 in colon cancer and EpCAM in HCC) and chemoresistance related gene (ABCG2 and ALDH1A1) in some other cancer cell lines and 3D culture system. (a) Colon cancer cell lines, DLD-1, HCT116, and SW480. (b) HCC cell lines, Hep3B, HepG2, and SKHep-1. (c) Comparison of TCP, CS, CSHA system and 3D sphere culture system. Each bar represents the means of three determinations  $\pm$ SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  among the indicated groups.**

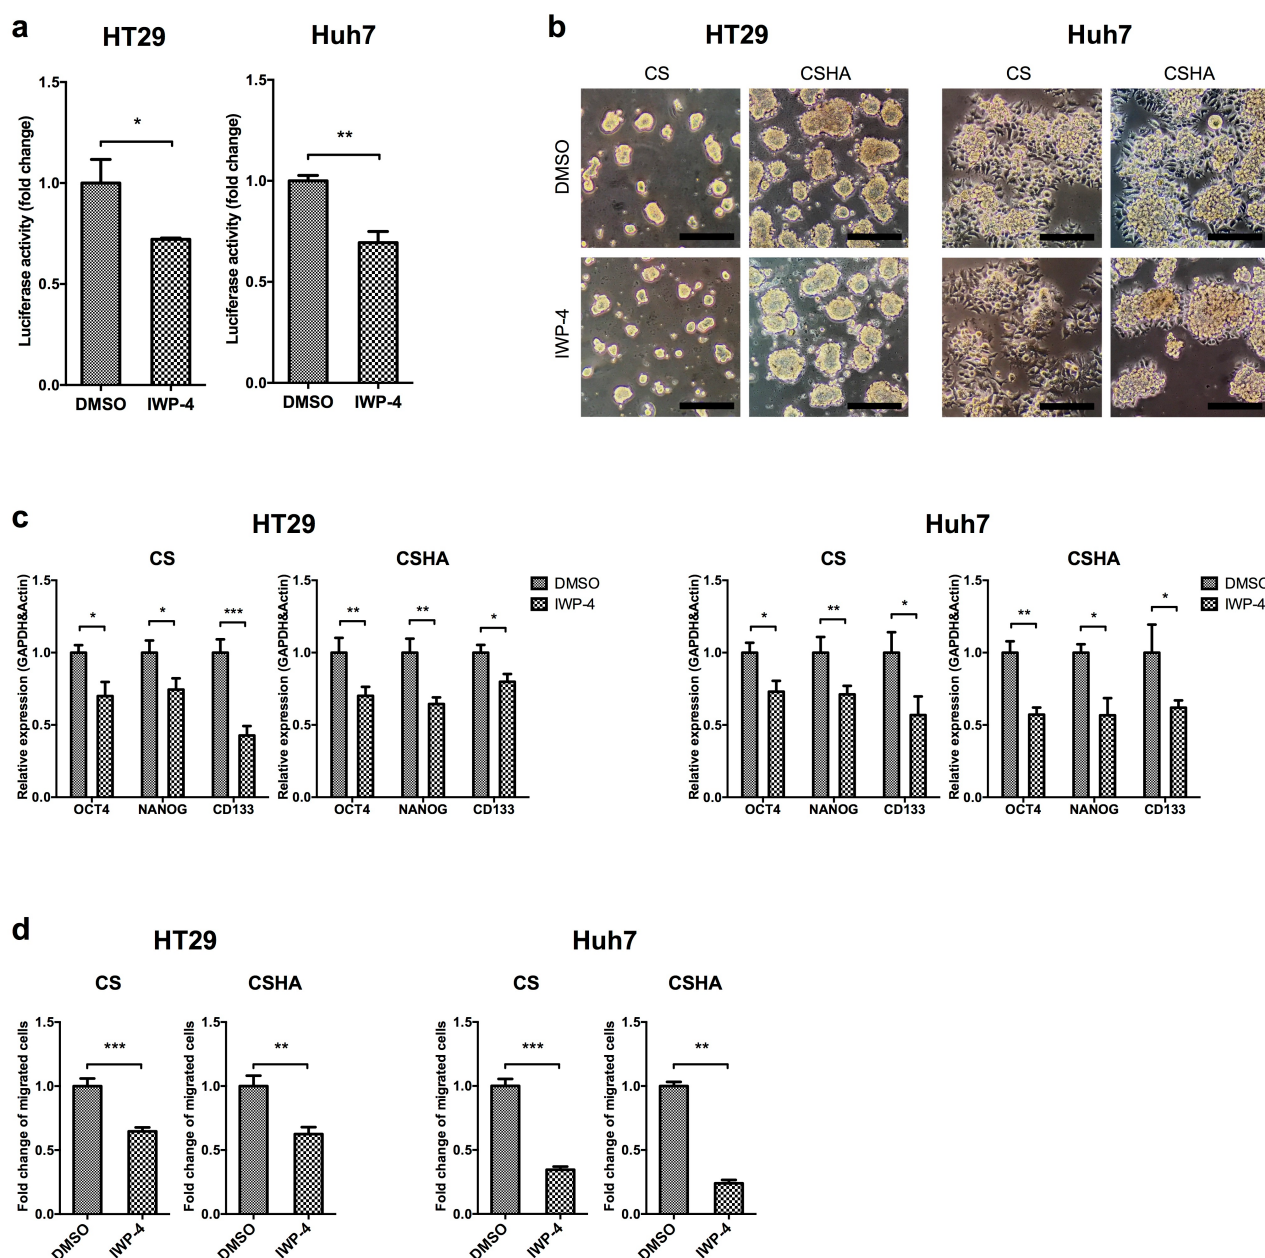

**Figure S7. The effect of Wnt signaling inhibition with IWP-4 treatment on morphology and gene expressions.** (a) The luciferase reporter assay demonstrated the inhibition efficacy. (b) The morphology of HT29 and Huh7 grown on CS and CSHA membranes. Scale bar represents 200  $\mu$ m. (c) The expression levels of OCT4, NANOG, and CD133 after 72 hrs of culture. (d) The normalized migrated HT29 and Huh7 cells in CS and CSHA groups. Each bar represents the means of three determinations  $\pm$ SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  among the indicated groups.

**Table S1. The information of RT-PCR primers and shRNA.**

| Gene    | Primer sequences                                             |
|---------|--------------------------------------------------------------|
| CXCR4   | F: ACTACACCGAGGAAATGGGCT<br>R: CCCACAATGCCAGTTAAGAAGA        |
| MMP14   | F: CGAGGTGCCCTATGCCTAC<br>R: CTCGGCAGAGTCAAAGTGG             |
| ABCG2   | F: ACGAACGGATTAACAGGGTCA<br>R: CTCCAGACACACCACGGAT           |
| ALDH1A1 | F: CTGCTGGCGACAATGGAGT<br>R: CGCAATGTTTTGATGCAGCCT           |
| OCT4    | F: GACAGGGGGAGGGGAGGAGCTAGG<br>R: CTTCCCTCCAACCAGTTGCCCCAAAC |
| NANOG   | F: TTTGTGGGCCTGAAGAAACT<br>R: AGGGCTGTCCTGAATAAGCAG          |
| CD133   | F: ACAGCATATTCTTCACGCAGAGAT<br>R: GTCAGATGGAGTTACGCAGGTT     |
| CD24    | F: CTCCTACCCACGCAGATTTATTC<br>R: AGAGTGAGACCACGAAGAGAC       |
| CD44    | F: GCAGTCAACAGTCGAAGAAGG<br>R: TGTCTCCACAGCTCCATT            |
| CD90    | F: GCTTATGGCATCTCATTGAGGACA<br>R: CAGGTGGACACGAGGACAGA       |
| EpCAM   | F: ATAATCGTCAATGCCAGTGTA<br>R: TTTGCTCTTCTCCCAAGTTT          |
| p16     | F: GATCCAGGTGGGTAGAAGGTC<br>R: CCCCTGCAAACCTTCGTCCT          |
| p21     | F: TGTCCGTCAGAACCCATGC<br>R: AAAGTCGAAGTTCCATCGCTC           |
| BMI1    | F: TGGACTGACAAATGCTGGAGA<br>R: GAAGATTGGTGGTTACCGCTG         |
| WNT5B   | F: CATGGCCTACATAGGGGAGG<br>R: CTGTGCTGCAATTCCACCG            |
| WNT11   | F: GGAGTCGGCCTTCGTGTATG<br>R: GCCCGTAGCTGAGGTTGTC            |
| WNT16   | F: AGTATGGCATGTGGTTCAGCA<br>R: GCGGCAGTCTACTGACATCAA         |

| CTNNB          | F: CATCTACACAGTTTGATGCTGCT<br>R: GCAGTTTTGTCAGTTCAGGGA          |
|----------------|-----------------------------------------------------------------|
| MYC            | F: GTCAAGAGGCGAACACACAAC<br>R: TTGGACGGACAGGATGTATGC            |
| GAPDH          | F: GGAGCGAGATCCCTCCAAAAT<br>R: GGCTGTTGTCATACTTCTCATGG          |
| $\beta$ -actin | F: GGCACCCAGCACAAATGAAG<br>R: CCGATCCACACGGAGTACTTG             |
| shRNA          | Oligonucleotide sequences                                       |
| MMP14-1        | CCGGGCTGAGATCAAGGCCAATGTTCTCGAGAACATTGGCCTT<br>GATCTCAGCTTTTTTG |
| MMP14-2        | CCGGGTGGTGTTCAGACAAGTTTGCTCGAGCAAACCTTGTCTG<br>GAACACCACTTTTTTG |
| CXCR4-1        | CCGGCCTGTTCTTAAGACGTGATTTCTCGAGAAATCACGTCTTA<br>AGAACAGGTTTTTG  |
| CXCR4-2        | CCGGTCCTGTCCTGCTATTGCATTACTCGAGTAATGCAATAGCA<br>GGACAGGATTTTTTG |
| CD44-1         | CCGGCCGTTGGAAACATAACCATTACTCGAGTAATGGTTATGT<br>TTCCAACGGTTTTTG  |
| CD44-2         | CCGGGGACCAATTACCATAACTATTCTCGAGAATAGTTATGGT<br>AATTGGTCCTTTTTTG |

**Table S2. The information of antibodies.**

| Antibody             | Manufacturer              | Catalog Number | Application    | Dilution Fold or Concentration |
|----------------------|---------------------------|----------------|----------------|--------------------------------|
| Primary antibodies   |                           |                |                |                                |
| Anti-CD133           | Miltenyi Biotec           | 130-105-225    | Flow cytometry | 1/11                           |
| Anti-CD13            | BD Bioscience             | 560998         | Flow cytometry | 1/200                          |
| Anti-Ki67            | eBioscience               | 13-5699-82     | Flow cytometry | 1/400                          |
| Mouse isotype IgG    | Biolegend                 | 400107/400113  | Flow cytometry | 1/200                          |
| Anti-CXCR4           | Abcam                     | ab124824       | Western blot   | 1/500                          |
| Anti-MMP14           | Abcam                     | ab51074        | Western blot   | 1/2000                         |
| Anti-BMI1            | Abcam                     | ab14389        | Western blot   | 2 µg/mL                        |
| Anti-p16             | VENTANA                   | 705-4713       | Western blot   | 1/100                          |
| Anti-p21             | Cell Signaling Technology | 2947S          | Western blot   | 1/1000                         |
| Anti-STAT3           | Santa Cruz                | sc-482         | Western blot   | 1/2000                         |
| Anti-p-STAT3         | Abcam                     | ab76315        | Western blot   | 1/2000                         |
| Anti-GAPDH           | Millipore                 | MAB374         | Western blot   | 1/10000                        |
| Secondary antibodies |                           |                |                |                                |
| APC streptavidin     | Biolegend                 | 405207         | Flow cytometry | 1/400                          |
| Anti-mouse HRP       | Jackson ImmunoResearch    | 115-035-003    | Western blot   | 1/10000                        |
| Anti-rabbit HRP      | Jackson ImmunoResearch    | 111-035-003    | Western blot   | 1/10000                        |

How the deposited data were processed for this re-analysis (not part of the article)

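HT29 cells from TCP, CS and CSHA were compared on 3 single-colour arrays, 1 per condition, all on 1 slide. The authors deposited the intensity of each spot as the scanner software gave it, with flags, and a table of log2 values that they had shifted and centred per spot. The file headers name Feature Extraction 10.7.3.1, while the methods name another version. The methods state a floor and a 75th percentile shift of the raw signal intensity, and these were applied here to the processed signal of the scanner files, which is corrected for background. The deposited log2 values served as an alternative. No column of the deposited table was left unused, since 0 columns had no sample.

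The processed signal was raised to a floor of 1 and its log2 value was shifted by each array's 75th percentile over probes that were not controls. Control spots and outlier-flagged spots were left out, and the spots of a probe were averaged. Accessions were matched to symbols through a table of RefSeq genes for the GRCh38.p14 assembly, used for names and RNA classes only, since the files use an older build. Of 50599 probes, 30004 matched and 20595 did not, and the latter were not used. The brightest probe over the arrays stood for each of 21610 genes, and 6222 genes had more than 1 probe. A gene was compared where it was well above background on at least 1 of the 2 arrays, with a bound where only 1 had measured it. With 1 array per condition there was no test. Genes were counted by a rule of size, at least 2-fold.

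The 15 gene lists were written from general knowledge before the data were examined. They cover mTOR, eIF4, Cdc42 and Ras signaling, Myc and EGFR targets, intestinal stem cells, Wnt targets, the S and G2/M phases, hypoxia, cholesterol synthesis, colon differentiation, interferon response and the ATF4 stress response. They are not the sets that the paper used. The median of a list was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these arrays. The correlation of the differences on CS and CSHA was set beside 100 simulations of unchanged arrays that share TCP. The genes named are those of Fig. 3d and of the RT-PCR panels, EGFR, a fixed choice from Fig. 3a with the genes that went against that panel, the highest and lowest gene of each list, and the 10 largest rises and falls by the smaller difference from TCP among genes measured on all arrays. That rule was also fixed before the data were examined, and not every gene it selects is reported here.

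The calculation was tested on simulated arrays with the spread among spots of the TCP array. Of 200 genes changed by a log2 difference of 1.5 among the 13639 genes of the CS and TCP comparison, 193 were recovered, with 0 unchanged genes called. A list of 25 genes raised by 0.3 had a median of 0.30, at percentile 100, and 7 of 100 unchanged lists fell outside the range of 95% of random lists. The spread among spots does not include differences between cultures, so these figures do not give the error of a difference between substrates.

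In all, 10 alternatives to the main setting were computed besides the thresholds of 1.5-fold and 3-fold. They cover background correction by normexp with an offset of 50, quantile normalization, other choices for the shift, other filters on dim probes, the mean over a gene's probes, and the deposited values. The mean spot signal planned for normexp is not a column of the files, so the median signal was used, and this alternative and the scaling to the 7 brightest spike-in probes were added after seeing the data. The tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Coordinates were not used.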

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

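The tests of scaling, of second probes and of stromal transcripts in this part were chosen after the results were seen, and the test on the set of stromal and immune markers was written before its values were seen. All values are differences between single arrays.

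Among genes measured on all arrays, the 10 largest rises shared by CS and CSHA are genes that the paper does not discuss. By the smaller of the differences from TCP, on the log2 scale, they were SPINK4 (3.55), ANXA13 (3.15), ATF6B (2.22), AKR1C1 (2.01), TPPP3 (1.85), LGALS2 (1.74), NR0B2 (1.74), TFF3 (1.71), TPPP (1.64) and CTSZ (1.62). SPINK4 was at 3.55 on CS and 5.17 on CSHA, and CTSZ at 1.62 and 3.74. Of these genes, AKR1C1 and TFF3 had further probes, and these were higher as well: 1.42 on CS and 0.72 on CSHA for AKR1C1, and 1.65 and 2.37 for the brighter of the other TFF3 probes. The remaining 8 genes rest on 1 probe each, for which a defect of the spot was not tested.

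The hand-written list of colon differentiation genes had a median of 0.78 on CS and 0.64 on CSHA, above all or nearly all random lists of the same brightness, at percentiles 100 and 99.9. It has 21 genes, of which 0 are labelled in Fig. 3a and 1, TFF3, is among the 10 largest rises. Of the 21, 14 had a value on CS, 13 of them higher, and 15 on CSHA, 14 of them higher. Among these values, 3 on CS and 4 on CSHA were bounds. Over the settings, the list's median ran from 0.37 to 0.83 on CS and from 0.54 to 1.07 on CSHA. MUC2 was the exception by its brightest probe, at -0.25 on CS and -0.10 on CSHA, and its other measured probe was higher. A constant shift of an array moves all genes alike and so has no bearing on this. A scaling difference that depends on brightness is argued against as the whole cause, since with quantile normalization the list's median was still 0.63 on CS and 0.47 on CSHA above the median of all genes. Defects of single spots are argued against for TFF3 and CEACAM7, the 2 genes that rose and have another measured probe, whose 3 other probes were all higher, with a median of 1.40 on CSHA. The probes of MUC2 disagreed, and for the other genes of the list such defects stay open. The samples were cultures of the HT29 line, so the design placed no stromal or immune cells of colon tissue in them. Of the abundant stromal transcripts COL1A1, COL1A2, COL3A1, DCN, LUM, SPARC and VIM, 0 were well above background on CS or CSHA. In a cell line this could hardly turn out otherwise, so no conclusion is drawn from it. The set of 12 stromal and immune markers decides nothing either, since its 7 members with a value went both ways, with a median of 0.044 on CSHA. RNA of differentiated epithelial cells was not tested. A hypothesis that stays open and untested is that growth on the membranes raised differentiation genes along with the stem cell genes of Fig. 3a, and with 1 culture per substrate a difference between cultures stays open too.

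Other lists outside the paper's discussion were also higher. Cholesterol synthesis genes had medians of 0.32 on CS and 0.44 on CSHA, with 19 and 16 of 21 genes higher. Interferon response genes had medians of 0.30 and 0.39, with 14 and 15 of 18 higher. Hypoxia genes had a median of 0.43 on CSHA, with 15 of 21 higher, and 0.16 on CS, which was inside the range of the random lists. No biological or technical explanation was tested for these lists beyond the alternatives.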

How the results depend on the processing

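Scaling before the floor could change nothing, since 0 spots other than controls lay under the floor, and is left out of the tallies here. Under the other 9 alternatives and the other thresholds, 396 of 515 values of counts, medians, tallies, the correlation and Fig. 3d genes moved by no more than the spread among spots (for counts, 1.5 times) and 119 moved further. A change of sign was found in 30 of the 515, and in 6 of these the main value was larger than the spread. Of 1472 values of other named genes, 310 moved further than that spread, 21 changed sign, and in 10 of these the main value was larger than the spread. The changes of sign given by setting are these 6 and 10. The Fig. 3a tallies did not move beyond their binomial interval in any alternative. Centring on the median of detected probes moved none of these values further than the spread. The alternatives other than normexp on the median signal and the spike-in scaling were set before the data were examined. The planned normexp correction of the mean signal was not run, because the files hold no mean signal. No paired analysis was possible because the groups compared share only 1 replicate number. Except for thresholds and filters, which change the genes counted by construction, the cause of each change listed here was not tested.

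With normexp background correction, added after seeing the data, the genes past the threshold numbered 58 higher and 107 lower for CS against TCP, 157 higher and 293 lower for CSHA against TCP, 108 higher and 149 lower for CSHA against CS. The correlation across genes was 0.61. Medians moved to -0.13 for the Myc target list on CSHA, 0.32 for the hypoxia list on CSHA and 0.42 for the colon differentiation list on CS. Genes moved to 0.59 for ABCG2 on CS, 0.60 for ALDH1A1 on CS, -0.24 for POU5F1 on CS and 0.60 for CD44 on CSHA.

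The correlation across genes was 0.64 with quantile normalization. Medians moved to -0.13 for the Myc target list on CSHA, 0.66 for the colon differentiation list on CS and -0.31 for the ATF4 stress list on CSHA. Genes moved to 0.78 for CXCR4 on CSHA, 0.34 for ALDH1A1 on CSHA and 0.60 for CD44 on CSHA.

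With the 75th percentile over detected probes only, medians moved to -0.13 for the Myc target list on CSHA. Genes moved to 0.78 for CXCR4 on CSHA, 0.35 for ALDH1A1 on CSHA, 0.62 for CD44 on CSHA and 0.31 for CD24 on CSHA.

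With only probes well above background on all 3 arrays, the genes past the threshold numbered 84 higher and 80 lower for CS against TCP, 263 higher for CSHA against TCP, 108 higher and 203 lower for CSHA against CS. Medians moved to 0.90 for the colon differentiation list on CSHA.

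With no filter on dim probes, the genes past the threshold numbered 634 higher and 1152 lower for CS against TCP, 1130 higher and 1191 lower for CSHA against TCP, 1111 higher and 676 lower for CSHA against CS. The correlation across genes was 0.53. Medians moved to 0.11 for the Wnt target list on CSHA and 0.38 for the colon differentiation list on CS. Genes moved to 1.33 for NANOG on CSHA. Medians changed sign, to -0.13 for the Wnt target list on CS.

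With the mean over a gene's probes, medians moved to -0.24 for the Myc target list on CSHA, -0.052 for the EGFR target list on CSHA, 0.32 for the hypoxia list on CSHA, 0.25 for the cholesterol list on CS and -0.34 for the ATF4 stress list on CSHA. Genes moved to 0.39 for ALDH1A1 on CS, 0.11 for ALDH1A1 on CSHA, 0.17 for BMI1 on CS, 0.33 for BMI1 on CSHA and 0.38 for CD44 on CS. Medians changed sign, to -0.0045 for the Ras list on CS. Genes changed sign, to -0.0069 for CDKN2A on CS, -0.011 for CDKN2A on CSHA, 0.47 for CMPK2 on CS, 0.78 for NFIC on CS and -0.085 for TMEM9 on CS.

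With the authors' deposited values, which carry no bounds here, the genes past the threshold numbered 67 higher and 137 lower for CS against TCP, 184 higher and 328 lower for CSHA against TCP, 155 higher and 146 lower for CSHA against CS. The correlation across genes was 0.64. Medians moved to 0.0029 for the Wnt target list on CS, 0.30 for the hypoxia list on CSHA and 0.37 for the colon differentiation list on CS. Genes moved to 0.58 for ALDH1A1 on CS, -0.27 for POU5F1 on CS and 0.61 for CD44 on CSHA.

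With scaling to the spike-in probes, also added after seeing the data, the median of all genes on CSHA rose by 0.44, and the genes past the threshold numbered 1809 higher and 176 lower for CSHA against TCP, 995 higher and 117 lower for CSHA against CS. Medians moved to 0.088 for the mTOR list on CS, 0.56 for the mTOR list on CSHA, 0.10 for the eIF4 list on CS, 0.62 for the eIF4 list on CSHA, 0.032 for the Cdc42 list on CS, 0.54 for the Cdc42 list on CSHA, 0.50 for the Ras list on CSHA, 0.033 for the Myc target list on CS, 0.48 for the EGFR target list on CSHA, 0.64 for the intestinal stem cell list on CSHA, 0.74 for the Wnt target list on CSHA, 0.058 for the S phase list on CS, 0.45 for the S phase list on CSHA, 0.013 for the G2/M phase list on CS, 0.86 for the hypoxia list on CSHA, 0.38 for the cholesterol list on CS, 0.88 for the cholesterol list on CSHA, 1.07 for the colon differentiation list on CSHA, 0.83 for the interferon list on CSHA and 0.062 for the ATF4 stress list on CS. Genes moved to 0.65 for CXCR4 on CS, 1.28 for CXCR4 on CSHA, 0.87 for ABCG2 on CSHA, 0.57 for ALDH1A1 on CS, 0.84 for ALDH1A1 on CSHA, 0.47 for PROM1 on CSHA, 0.67 for NANOG on CSHA, 0.64 for BMI1 on CSHA, 0.37 for CD44 on CS, 1.11 for CD44 on CSHA, 0.31 for CD24 on CS and 0.80 for CD24 on CSHA. Medians changed sign, to 0.37 for the Myc target list on CSHA, 0.36 for the G2/M phase list on CSHA and 0.20 for the ATF4 stress list on CSHA. Genes changed sign, to 0.20 for POU5F1 on CSHA, 0.27 for CDC6 on CSHA, 0.20 for EGR1 on CSHA, 0.26 for OAS1 on CSHA, 0.13 for SC5D on CSHA and 0.21 for TMEM9 on CSHA.

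At a threshold of 1.5-fold, the genes past the threshold numbered 595 higher and 728 lower for CS against TCP, 1685 higher and 1637 lower for CSHA against TCP, 1121 higher and 1070 lower for CSHA against CS.

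At a threshold of 3-fold, the genes past the threshold numbered 75 higher and 123 lower for CS against TCP, 149 higher and 128 lower for CSHA against TCP, 133 higher and 79 lower for CSHA against CS.

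Signal over background limits many values. About as many probes were below the limit as above it, and 110 of the 197 genes at least 2-fold higher on CS rest on a bound. A constant shift of an array cannot move a list against other genes. Over the 7 settings that can, the main one included, the Myc target and ATF4 stress lists on CSHA, the EGFR target list on CS and the G2/M phase list on CS and CSHA lay below the range of the random lists, and the cholesterol, colon differentiation and interferon lists on both membranes and the hypoxia list on CSHA lay above it. The mTOR, eIF4, Cdc42, Ras and intestinal stem cell lists lay inside it in all 7 settings on both membranes, as did the Myc target, Wnt target and ATF4 stress lists on CS and the EGFR target list on CSHA. The Wnt target list on CSHA lay above it in 3 settings, the hypoxia list on CS above it in 2, and the S phase list below it in 1 on each membrane.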

Differences from the paper's values

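The paper states no value for a measure computed here from the arrays, so no pair of values is compared. The following concern directions, and WNT2B is treated under the other observations. For POU5F1, which encodes OCT4, the paper reports a rise by RT-PCR and upregulation of the core genes of Fig. 3d. Its 2 probes were at -0.35 and -0.33 on CS and at -0.24 and -0.14 on CSHA. With scaling to the spike-in probes, chosen after seeing the values, its brightest probe was at 0.20 on CSHA. Its brightest probe could also bind pseudogene transcripts.

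For EGFR and Myc target genes, the paper states a promotion on CS substrates (Fig. 3c). The hand-written lists, which are not the sets of that panel, had medians of -0.15 for EGFR targets and -0.03 for Myc targets on CS, with 10 of 28 and 16 of 34 genes higher. On CSHA, the EGFR target median was 0.05 and the Myc target median -0.07. With scaling to the spike-in probes, chosen after seeing the values, the Myc target medians were 0.033 on CS and 0.37 on CSHA and the EGFR target median on CSHA was 0.48, below the median of all genes of 0.57 on CSHA.

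For genes of the Cdc42 pathway, the paper states an increase on chitosan substrates (Fig. 3b). The hand-written list had a median of -0.03 on CS, with 13 of 28 genes higher, and of 0.11 on CSHA, with 19 of 28 higher. With scaling to the spike-in probes, chosen after seeing the values, the Cdc42 median on CS was 0.032.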

Other observations

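Among the tests in this part, those on snoRNA host genes and on other short RNA were written before their values were seen, and the rest were chosen after the results were seen.

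Genes that the paper measured by RT-PCR in HT29 cells also have array values. MMP14 was higher by 0.61 on CS and 0.37 on CSHA, but its signal on TCP, 36.2, was near the limit of detection, and on CS it was at 0.10 with normexp, added after seeing the data, and at 0.07 with the deposited values. CTNNB1 was at 0.28 and 0.23 by its brightest probe and at 0.06 and -0.13 by the other. CDKN1A was not well above background on TCP, and was at least 0.07 higher on CS, within the spread among spots, and at least 0.62 higher on CSHA. CDKN2A was at 0.06 and 0.27 by its brightest probe and at -0.08 and -0.29 by the other. WNT2B, which the paper reports as raised on the membranes by RT-PCR, was well above background on TCP alone, and its bounds were -0.89 on CS and -0.70 on CSHA. Its signal on TCP, 38.5, was also near the limit of detection. WNT2B was at -0.37 and -0.34 with normexp and at -0.46 and -0.42 with the deposited values. On CSHA it was at -1.20 with no filter on dim probes. Scaling to the spike-in probes, added after seeing the data, put it at -0.26 on CSHA, within the spread among spots. WNT11 was at -1.39 on CS and -1.14 on CSHA. WNT5B and WNT16 were not well above background on any array.

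The 10 largest falls shared by CS and CSHA, among genes measured on all arrays, ran from -2.66 to -1.61 by the smaller difference. They were those of ZNF596, PFN4, SNORA15, CHST14, MYO3A, IFNL1, GRIN2A, VGLL1, HUS1 and KRT13. Most of these probes are dim. With the deposited values, and also with normexp, 5 of the 10 were at least 2-fold lower on both membranes. The other probe of ZNF596 was higher on CS, by at least 2.04.

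Genes for snoRNA were lower than other genes. The 221 with a value on CS had a median of -0.14 and the 215 on CSHA a median of -0.36, below all 10000 random lists of the same brightness. With scaling to the spike-in probes the CSHA median was 0.08, against 0.57 for all genes, so on CSHA the direction holds relative to other genes only. The CS median stayed negative with that scaling, at -0.08. A scaling difference that depends on brightness is argued against as the whole cause, because with quantile normalization the snoRNA median relative to that of all genes was -0.16 on CS and -0.48 on CSHA, below the range of the random lists. Host genes of snoRNA had medians of 0.11 on CS and 0.082 on CSHA, the first above and the second below the median of all genes, so lower expression of the hosts cannot be told apart from no change by this set. Other RNA classes that are mostly short had a median of -0.29 on CS and of -0.39 on CSHA, which a lower yield of short RNA in the preparations would give. That set, as written, also held antisense transcripts and near-identical SNAR copies. With the antisense and miscellaneous RNA left out and the copies entered once, a choice made after seeing the values, the medians were -0.23 and -0.38, with 12 of 15 members lower on each membrane. A yield difference may thus explain the snoRNA values, and a change within the cells stays open with 1 preparation per substrate. How well the RNA and labelling kits recover and label such short RNA was not tested. These probes may therefore not measure the amount of the short RNA itself.

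The Myc target list was lower than other genes on CSHA although MYC was higher. A scaling difference that depends on brightness is argued against as the whole cause, since with quantile normalization the list's median on CSHA relative to that of all genes was -0.22, below the range of the random lists. Genes of the G2/M phase had medians of -0.05 on CS and -0.07 on CSHA, at percentiles 0.24 and 0.03, and S phase genes medians of -0.00082 and 0.0089, at percentiles 7.46 and 4.4. The ATF4 stress genes were at 0.0031 on CS and -0.24 on CSHA, at percentiles 23.0 and 0.2. Wnt target genes had medians of 0.08 and 0.31, at percentiles 65.2 and 97.1, the second inside the range of the random lists in the main setting and above it in 3 of the 7 settings that can move a list against other genes. No biological explanation of these medians was tested.

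The correlation across genes of the differences on CS and CSHA, 0.63, was above the 0.55 of unchanged arrays with the spread among spots. If the TCP array alone had double that spread, unchanged arrays would give 0.83. Both simulations hold only the spread among spots, with a median SD of 0.05 on TCP and 0.06 on CSHA. The measured differences from TCP had an SD across genes of 0.33 on CS and 0.50 on CSHA. Differences between cultures were not simulated, so neither value tells a shared TCP array apart from a shared response. With 1 TCP array this stays open.

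The deposited log2 values are centred at each spot. If the baseline were the median of these 3 arrays, each spot would have a value of 0 in 1 array, and 0 of the 62976 spots had one within 1e-06, so the baseline is not the median of these 3 arrays. In 47.7% of the spots, a pair of arrays had values that summed to 0 within 1e-06, as a median over an even number of arrays would give.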
